# Inactivation of Interferon Regulatory Factor 1 Causes Susceptibility to Colitis-Associated Colorectal Cancer

**DOI:** 10.1038/s41598-019-55378-2

**Published:** 2019-12-11

**Authors:** Thiviya Jeyakumar, Nassima Fodil, Lauren Van Der Kraak, Charles Meunier, Romain Cayrol, Kevin McGregor, David Langlais, Celia M. T. Greenwood, Nicole Beauchemin, Philippe Gros

**Keywords:** Colon cancer, Cancer genetics, Inflammatory bowel disease, Chronic inflammation

## Abstract

The mechanisms linking chronic inflammation of the gut (IBD) and increased colorectal cancer susceptibility are poorly understood. IBD risk is influenced by genetic factors, including the *IBD5* locus (human 5q31), that harbors the *IRF1* gene. A cause-to-effect relationship between chronic inflammation and colorectal cancer, and a possible role of *IRF1* were studied in *Irf1*^*-/-*^ mice in a model of colitis-associated colorectal cancer (CA-CRC) induced by azoxymethane and dextran sulfate. Loss of *Irf1* causes hyper-susceptibility to CA-CRC, with early onset and increased number of tumors leading to rapid lethality. Transcript profiling (RNA-seq) and immunostaining of colons shows heightened inflammation and enhanced enterocyte proliferation in *Irf1*^*−/−*^ mutants, prior to appearance of tumors. Considerable infiltration of leukocytes is seen in *Irf1*^*−/−*^ colons at this early stage, and is composed primarily of proinflammatory Gr1^+^ Cd11b^+^ myeloid cells and other granulocytes, as well as CD4^+^ lymphoid cells. Differential susceptibility to CA-CRC of *Irf1*^*−/−*^ vs. B6 controls is fully transferable through hematopoietic cells as observed in bone marrow chimera studies. Transcript signatures seen in *Irf1*^*−/−*^ mice in response to AOM/DSS are enriched in clinical specimens from patients with IBD and with colorectal cancer. In addition, *IRF1* expression in the colon is significantly decreased in late stage colorectal cancer (stages 3, 4) and is associated with poorer prognosis. This suggests that partial or complete loss of *IRF1* expression alters the type, number, and function of immune cells *in situ* during chronic inflammation, possibly via the creation of a tumor-promoting environment.

## Introduction

Colorectal cancer was the third most commonly diagnosed cancer worldwide in 2018^1^. The etiology of colorectal cancer involves both a strong genetic contribution and complex environmental and socioeconomic determinants including diet, lifestyle, and smoking^2,3^. A positive risk factor for colorectal cancer is a prior history of chronic intestinal inflammation. Indeed, patients with inflammatory bowel disease (IBD) are at greater risk of developing colorectal cancer than the general population^4^. IBD represents intestinal disorders that comprise Crohn’s disease (CD) and ulcerative colitis (UC) resulting in lifelong chronic inflammation of different segments of the intestine^5^. Colitis-associated colorectal cancer (CA-CRC) is the most severe consequence of IBD.

Population studies have demonstrated that in humans, IBD is under complex genetic control with >225 risk loci mapped in large cohort association studies (GWAS)^6–8^. However, the specific contributions of these loci, individually or as a group, to CA-CRC risk remain unknown. Such genetic loci may encode proteins of significant value as potential drug targets, and as predictive markers to identify IBD patient subsets with increased risk of developing CA-CRC. For instance, the *IBD5* risk locus (5q31-q33) was first associated to CD by genome scan in 158 Canadian sib-pair families with segregating disease^9^. The *IBD5* association was replicated and refined by GWAS to a region that maps to a segment of human Chromosome 5 (5q31.1) containing ~20 genes in linkage disequilibrium with a number of attractive positional candidates, including the transcription factor Interferon regulatory factor 1 (*IRF1*)^7^. Although multiple genes at the *IBD5* locus were studied for their putative causality under the associated haplotype^10^, to date, none have been functionally validated.

IRF1 is a transcription factor that plays a key role in the development and function of myeloid and lymphoid cells. IRF1 is expressed constitutively at low levels in many cell types and is induced in response to various stimuli, including viral and bacterial infections, and cytokines such as IFNγ and TNFα^11^. Upon induction, IRF1 stimulates transcription of IFN-inducible genes involved in innate and acquired immunity. *Irf1*-deficient mice display a severe immunodeficiency, with alterations in myeloid cell maturation, CD8^+^ T cell numbers, and impaired NK cell cytolytic activity^12–15^. *Irf1*^*−/−*^ mice show active colitis in response to the irritant dextran sodium sulfate (DSS)^16,17^, and human *IRF1* mRNA is increased in lamina propria mononuclear cells from CD patients^18^, thus suggesting that IRF1 may contribute to inflammation in IBD, and possibly to progression to CA-CRC.

We have tested a possible role of IRF1 in CA-CRC, using a combination of studies in mice and humans. We found that *Irf1*^*−/−*^ mice display increased tumorigenesis in response to azoxymethane and dextran sodium sulfate (AOM/DSS)-induced CA-CRC. Combination of immune cell profiling and comparative transcriptome analysis of the colon by RNA-seq show that the increased susceptibility phenotype of *Irf1*^*−/−*^ mutants is linked to increased inflammation and immune cell infiltration in the colon of *Irf1*^*−/−*^ mice, and is transferable by hematopoietic cells in bone marrow chimera experiments. Genes dysregulated in *Irf1*-deficient mouse colon are enriched in gene set hallmarks of active UC and IBD. In addition, analysis of The Cancer Genome Atlas (TCGA) database for *IRF1* expression in human colorectal cancer patients revealed a statistically significant reduction of *IRF1* in colorectal cancer patient tumors of Stage 1, 3, and 4. Together, these results suggest a critical role for IRF1 in regulating the type and intensity of inflammatory response in the colon, contributing to establishment of permissive conditions for progression of IBD to CA-CRC.

## Materials and Methods

### Ethic statement

All animal experimentation was performed in accordance with the guidelines and regulations of the Canadian Council on Animal Care (CCAC) and were approved by the McGill University Animal Care and Ethics Committee.

### Mouse models of CA-CRC, CRC and IBD

For the CA-CRC model^19^, 8–10 week-old C57BL/6J, A/J, or *Irf1*^*−/−*^ mice (The Jackson Laboratory) were injected ip with azoxymethane (AOM; 7 mg/kg) followed by three 4-day cycles of 2% (w/v) DSS in the drinking water, with each cycle 17 days apart and euthanized 6 weeks later. In some experiments, mice were injected with AOM (7 mg/kg) once, followed by two 4-days cycles of 2% (w/v) DSS and sacrificed 3 weeks later. The model of AOM-induced colorectal cancer was as previously described^20^. For the chronic colitis model, mice were treated with three 4-days cycles of 2% (w/v) DSS and sacrificed after week 8.

### Histological analysis

Formalin-fixed, paraffin-embedded tissue sections were stained with hematoxylin/eosin, were scored for markers of inflammation as previously described^21^.

### Immunoprofiling by flow cytometry

Colons were cut into ~1 cm^2^ pieces, washed in 1X Hank’s Balanced Salt Solution (HBSS) containing 2% heat-inactivated fetal bovine serum (FBS), disrupted by vortexing, further treated with collagenase IV (20 mg/ml) and DNase I (10 mg/mL) in RPMI medium and passed through a 70 μM cell strainer to collect lamina propria cells. Cells were treated with blocking antibodies to CD16/32 (1:100), and stained for viability using Zombie Viability Dye V500 (1:400). Surface staining was done on ice for 20 min using anti-CD45 APC-eFluor780 (1:400, clone 30F11, eBioscience), anti-CD11b APC (1:400, clone M1/70, InVitrogen), anti-Gr1 PerCp-Cy5.5 (1:300, clone RB6-8C5, Biolegend), anti-Siglec F PE (1:400, clone E50-2440, BD), anti-CD3 FITC (1:200, clone 145-2C11, Biolegend), anti-CD49b FITC (1:200, clone DX5, eBioscience), anti-B220 FITC (1:300, clone RA3-6B2, eBioscience), anti-CD4 PerCp-Cy5.5 (1:400, clone RM4-5, eBioscience), and anti-CD8a AlexaFluor 700 (1:200, clone 53–6.7, Biolegend),. Intestinal epithelial cells were collected as described in^22^. Cells were stained with anti-EpCAM PE-Cy7 (1:400, clone G8.8, eBioscience) and anti-FITC CD44 (1:200, clone IM7, eBioscience). Cells were analyzed on the Fortessa (BD Biosciences) and data analysis was performed on FlowJo (Tree Star).

### RNA-sequencing

Mice received one injection of AOM (D1) followed by one 4-day cycle of DSS (2%; D8-D11) and were sacrificed at D26. Distal colons were collected and flash-frozen in liquid nitrogen. RNA was isolated from homogenized tissue with TRIzol reagent (Life Technologies) and purified using an RNeasy Mini Kit (Qiagen). RNA integrity was ascertained using a Bioanalyzer Total RNA Pico assay (Agilent). rRNA-depleted libraries were prepared using Kapa-stranded RNA-seq kit (Kapa Biosystems), sequenced as previously described^23^ and analyzed using publicly available bioinformatics work tools and software packages^24–27^. Differential gene analysis was evaluated as described^28^ where genes with <5 counts per million for at least 3 samples were filtered out. Genes were considered significantly differentially expressed if fold change was ≥1.5 or ≤−1.5 and FDR <0.01. Gene ontology (GO) enrichment analysis was performed using DAVID bioinformatics resources v6.8^29^ and gene set enrichment analysis (GSEA) was analyzed using the GSEA software^30^. Gene sets from published data can be accessed at GSE4183. Relative abundance of certain transcripts was verified by quantitative PCR (qPCR), as described^23^. Primers for genes tested are listed in Supplementary Table 1. mRNA levels were quantified using the comparative CT method^31^ and were normalized to expression of *Hprt*.

### Immunofluorescence analysis

Colons were collected from untreated and D26 post-AOM/DSS-treated B6 and *Irf1*^*−/−*^ mice, fixed in 4% paraformaldehyde for 6 h at 4 °C, cryo-protected in 20% sucrose, embedded and frozen in optimal cutting temperature compound. Primary antibodies used were anti-CD11b (1:100, clone M1/70, eBioscience), and anti-FITC Ki67 (1:100, clone SolA15, InVitrogen). Goat anti-rat secondary antibodies conjugated with DyLight 488 were used at a 1:1,000 dilution. Immunostained sections were counterstained with DAPI (1:1,000) to visualize nuclei. For quantification of proliferation, at least 5 fields were selected randomly, and all crypts were counted under 10X magnification. Crypts were considered “hyperproliferative” if Ki67^+^ cells extended from the base to at least 3/4 of the height of the crypts; the percentage of hyperproliferative crypts/normal crypts was calculated from total counts. All images were acquired on a Zeiss Axiovert 200 M Automated Inverted microscope.

### Bone marrow chimeras

CD45.1 and *Irf1*^*−/−*^ mice, 8 weeks-old, were irradiated with 450 rad twice within a 3 hour interval on an X-Ray RS-2000 Biological Irradiator. After 3 hours, mice were injected intravenously with 5 × 10^6^ red blood cell-depleted bone marrow from female donors. Mice received 50 mg/mL enrofloxacin (Baytril) in their drinking water 3 days prior to irradiation and for 3 weeks post-irradiation. Bone marrow reconstitution was verified at 8 weeks post-transplantation by flow cytometry. At 9 weeks post-engraftment, mice were subjected to AOM-DSS treatment as described above.

### Gene expression microarray analysis

Raw microarray data generated from colon biopsies of patients with either active UC (UC_act) or those in remission (UC_rem), together with control non-inflamed tissue of UC patients and tissue from non-UC patients were obtained from Gene Expression Omnibus repository (GSE38713)^32^. Data are GC-RMA pre-processed log2 fluorescence intensities^33^ from Affymetrix Human Genome U133 Plus 2.0 Arrays. Intensities were quantile-normalized to reduce the inter-sample variations. Probesets with no or very low signals were filtered out, thus only probesets with a log2 fluorescence intensity of >5 for at least 3 samples were retained for subsequent analyses. Differential gene expression analysis was performed by comparing UC_act or UC_rem groups with the control group. Two statistical tests were applied to determine significance of differential expression: LIMMA and Bonferroni-corrected Student’s T-test; genes with a fold change ≥2 or ≤0.5 and with an adjusted p value ≤ 0.05 in both tests were considered statistically dysregulated.

### TCGA analysis of human colon tumors

Data were analyzed from the January 2016 version of the TCGA colon and rectal adenocarcinoma (COADREAD) dataset. When colon and rectal carcinomas were sequenced on both Illumina HiSeq & GA platforms, only the HiSeq results were used. Zero reads were replaced with a random number based on the mean and standard deviation of very low read numbers (with the number of reads <1). Two normalization methods were used, quantile normalization of all samples, and a Z-transformation of batches with at least 10 samples. For the Z-transformation, the overall mean of gene expression in each batch was Z-transformed to have a mean 0 and a standard deviation of 1. This gauged if a gene was expressed at a high or low level within this specific batch, and corrected for batch-specific effects. The batch-specific Z-filtered and quantile scores were used in all further survival calculations^34^.

### Statistical analyses

Except when otherwise indicated, data were analyzed with GraphPad Prism 5 software (GraphPad Software), and are presented as mean ± SD. The significance of weight loss measurements was evaluated by two-way ANOVA, followed by Bonferroni’s multiple-comparison test. Mann-Whitney test was used for analysis of histopathological scoring. A one-way ANOVA followed by Bonferroni’s multiple-comparison test was employed to compare proportions of intestinal proliferation. Fisher’s exact test was used to compare gene expression profiles of AOM/DSS-treated *Irf1*^*−/−*^ and B6 mice with human UC patients. Unpaired, two-tailed Student’s t-tests were used for all other determinations of significant differences between two groups.

### Accession codes

GEO: RNA-seq data: GSE116374.

## Results

### *Irf1*^*−/−*^ mice are highly susceptible to colitis-associated colorectal cancer

Considering the established role of IRF1 in regulation of inflammatory response, including its possible implication as a risk factor in IBD^7^ and colorectal cancer^35^, we tested the possible role of Irf1 in CA-CRC. For this, we compared the response of resistant C57BL/6J (B6) control and *Irf1*^*−/−*^ mutant mice (on a B6 background) to AOM/DSS treatment (Fig. 1), with inbred strain A/J as a positive susceptible control^19^. Mice received a single dose of AOM followed by 3 treatments of 4 days with 2% DSS (Fig. 1A). While resistant B6 mice developed few tumors (0 < n < 15; Fig. 1B) with an average total neoplastic surface area of ~20 mm^2^ (Fig. 1C,D), A/J controls displayed a higher number of tumors (10 < n < 30; Fig. 1B) with a greater average total neoplastic surface area of ~90 mm^2^ (Fig. 1C,D)^19^. In contrast, *Irf1*^*−/−*^ mutants were highly susceptible to AOM/DSS, with a high number of tumors (12 < n < 42; Fig. 1B) and an average total neoplastic surface area of ~170 mm^2^ (Fig. 1C,D). We conducted a second experiment in which B6 and *Irf1*^*−/−*^ mutants received AOM and only two 2% DSS treatments, with mice sacrificed at the end of week 8. In contrast to the B6 control mice, *Irf1*^*−/−*^ mutants were still highly susceptible in this less aggressive protocol, with many tumors observed with an average total neoplastic surface area of ~38 mm^2^ (Fig. 1E–G). Histological examination of tumors showed well-formed adenomas, as previously described (Fig. S1A,B)^36^. These results show that loss of *Irf1* causes susceptibility to CA-CRC in mice.

**Figure 1:**
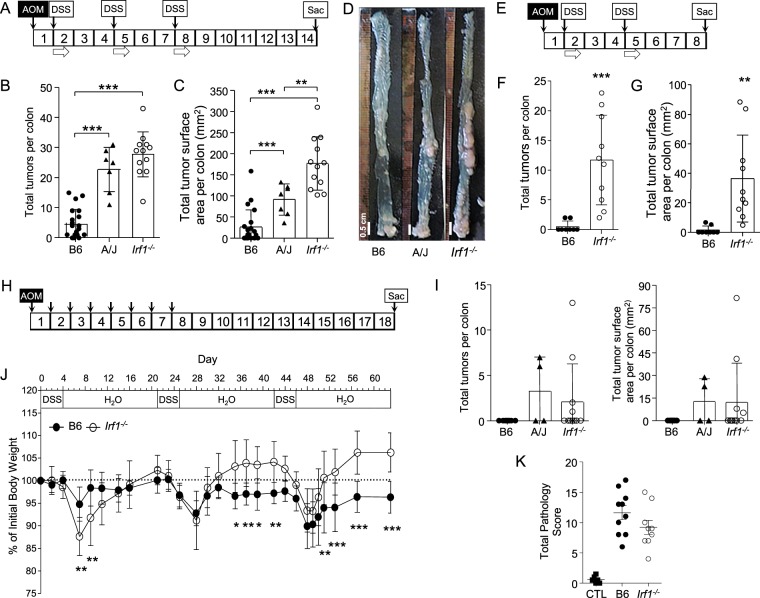
*Irf1*^*−/−*^ mice show susceptibility to colitis-associated colorectal cancer (CA-CRC) induced by combined treatment with azoxymethane and dextran sulfate (AOM/DSS). (**A**) Experimental protocol: Mice were injected ip with AOM (7 mg/kg) once followed by three cycles of 2% (w/v) DSS in drinking water (4 days each) and sacrificed 6 weeks after the final DSS treatment. CA-CRC susceptibility in treated control resistant C57BL/6J (B6, n = 21), and susceptible A/J mice (A/J, n = 7) along with *Irf1*^*−/−*^ mutants (*Irf1*^*−/−*^, n = 12) animals was assessed by determining the number (**B**) and total surface areas of tumors (**C**) on freshly dissected colons with representative photographs shown (**D**). (**E**) Experimental protocol: Mice were injected ip with AOM (7 mg/kg) once followed by two cycles of 2% (w/v) DSS in drinking water (4 days each) and sacrificed 3 weeks after the final DSS treatment. CA-CRC susceptibility in treated B6 (n = 8) and *Irf1*^*−/−*^ mice (n = 10) as assessed by determining the number (**F**) and total surface areas of neoplastic lesions (**G**) on freshly dissected colons. Statistical significance of inter-group differences was assessed using unpaired Student’s t-tests (*<0.05, **<0.01, ***<0.001). (**H**) Experimental protocol: Mice (control resistant B6, n = 11; control susceptible A/J, n = 4, *Irf1*^*−/−*^ mutant, n = 11) were injected ip with AOM (7 mg/kg) once a week for 8 weeks and sacrificed 11 weeks later. Susceptibility to AOM-induced CRC was measured as tumor multiplicity and tumor surface area (**I**). Colitis was induced by chronic exposure to DSS (J): Mice (control B6, n = 10; *Irf1*^*−/−*^ mutant, n = 9) were treated with three cycles of 2% (w/v) DSS in drinking water (4 days each) and were sacrificed 3 weeks after the final DSS treatment. Body weight was monitored and changes are expressed as percentage of initial weight prior to treatment (**J**). A two-way ANOVA with Bonferroni post-hoc evaluations was used to determine significance (*<0.05, **<0.01, ***<0.001). Colitis-associated pathological changes were determined by histological evaluation of colons (**K**) of untreated control B6 mice (CTL, n = 6) and of treated B6 or *Irf1*^*−/−*^ mutants. A total pathological score (0–36) was determined, as described in Materials and Methods.

The hypersensitivity of *Irf1*^*−/−*^ mutants to CA-CRC induced by AOM/DSS could result from increased sensitivity to AOM-induced tumorigenesis or, from altered inflammation following exposure to DSS, or the combination of both. Carcinogen-induced CRC caused by serial (n = 8) treatments with AOM, in absence of DSS treatment^20^ (Fig. 1H) was not impacted in *Irf1*^*−/−*^ mutants with respect to number and size of tumors (at end of week 18; Fig. 1I), in comparison with the resistant B6 and susceptible A/J mice. The effect of *Irf1* inactivation on response to intestinal inflammation and injury was then tested in mouse models of colitis induced by chronic exposure to DSS without AOM treatment. Controls and *Irf1*^*−/−*^ mutants were exposed to 3 × 4-day regimens of 2% DSS at weeks 0, 3, and 6 and body weight was monitored daily. Nine weeks post initiation, colitis was assessed by histological examination. B6 and *Irf1*^*−/−*^ mutants showed similar responses with respect to cyclical fluctuations of body weight following each round of DSS (Fig. 1J) and pathology scores (Figs. 1K, S1C). Although *Irf1*^*−/−*^ mice appeared to initially lose more weight than B6 following the first DSS cycle, they regained weight more rapidly and to a greater extent than B6 upon subsequent cycles (Fig. 1J). These results suggest that *Irf1*^*−/−*^ mutants are not more susceptible to chronic DSS treatment than control B6 mice. Together, these data indicate that hyper-susceptibility of *Irf1*^*−/−*^ mutants to CA-CRC is not linked to increased susceptibility to AOM-induced carcinogenesis *per se*. Likewise, *Irf1*^*−/−*^ mutants and control mice develop a similar pathology in response to chronic treatment with DSS. However, *Irf1*^*−/−*^ mice exhibit a unique susceptibility to the combination of both treatments.

### Irf1-dependent regulation of gene expression in the colon during CA-CRC

RNA expression profiling was used to investigate the impact of *Irf1* inactivation on the colon transcriptome, at both steady state and following AOM/DSS treatment. To identify genotype-associated gene expression changes that might predispose to CA-CRC, RNA-seq was first performed at steady-state (D0) on colons from B6 controls and *Irf1*^*−/−*^ mutants. 

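RNA-seq covered 15 colons, 3 mice in each of 5 groups. These were untreated Irf1-/- mutants, Irf1-/- mutants at D26 of AOM/DSS treatment, B6 mice at D26, and 2 sets of untreated B6 mice, named control set 1 and control set 2 here. Treated mice had received AOM, an alkylating colon carcinogen, at 7 mg/kg on D1 and then 2% DSS, a sulfated polysaccharide that injures the colonic epithelium, in the drinking water from D8 to D11. RNA was depleted of ribosomal RNA and sequenced from stranded libraries as pairs of 50 bp reads. The authors deposited the number of reads counted on each gene, without normalization, in 3 tables. Control set 2 was tabulated with the untreated Irf1-/- mutants (12588 genes), control set 1 with the treated B6 mice (12643 genes), and the untreated Irf1-/- mutants, with identical counts, again with the treated ones (12692 genes). All genes of a table had at least 5 CPM (counts scaled to the library total) in 3 or more of its libraries, and 12370 genes were in all 3 tables. The paper's text does not name the genome build, so no coordinates are given.
Between 22266607 and 22869853 reads per library were counted on these genes. The median was 22635508 in control set 1 (22407162 to 22687329), 22444541 in control set 2 (22266607 to 22869853) and 22822972 in treated B6 mice (22822840 to 22828066). It was 22561175 in untreated Irf1-/- mutants (22551115 to 22575336) and 22506838 in treated ones (22478813 to 22544317). At this depth, over the 12370 genes taken together, the counting error was small beside the differences between mice. For any pair of libraries from the same group, squared differences were 8.65 to 42.7 times the sampling variance (chi-square per degree of freedom). These totals over genes do not show the same for genes with few reads. Counts were normalized by edgeR's TMM method and groups were compared with edgeR's quasi-likelihood test. A gene was called upregulated or downregulated at an FC of at least 1.5 with a Benjamini-Hochberg adjusted p under 0.01, the thresholds of the paper. Gene lists written by hand before the data were examined were tested with limma's camera at a preset inter-gene correlation of 0.01. Several of their themes stand in for GO terms that the paper drew from these same libraries. For those themes, the list tests are not evidence independent of the paper's own result.
The libraries differed in how counts related to the GC content of the genes, which was tested only after the fold changes had been seen. The slope of a library's log2 deviation from the mean of all libraries was 0.21 ± 0.077 log2 units per 10% GC (SD, n = 3) in treated B6 mice. In the other 12 libraries it lay between -0.13 and 0.03 (exact permutation test, p = 0.0022, the smallest p that 455 regroupings allow). All libraries with the steep slope are of 1 condition, so library preparation and treatment cannot be told apart here.

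**Figure D1:**
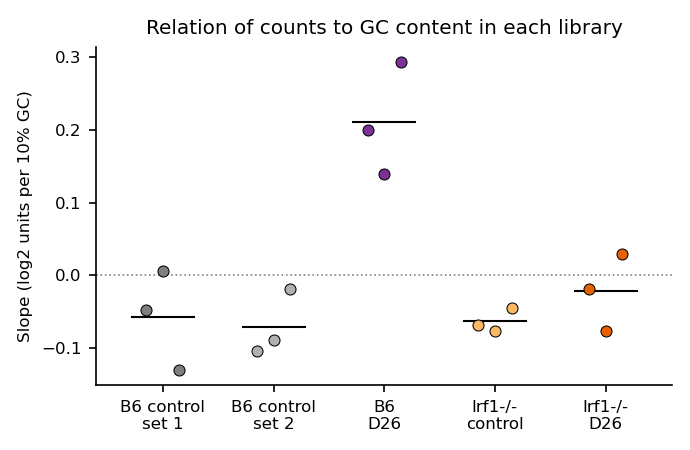
Slope of each library's log2 deviation on GC content, in log2 units per 10% GC, for the 5 groups. Points are libraries and bars are group means, and the 3 treated B6 libraries lie at 0.14, 0.20 and 0.29, above all others.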

Differentially expressed genes in *Irf1*^*−/−*^ relative to B6 colons (Fig. 2A) were compared to Irf1 cistrome (genes bound by Irf1) and transcriptome (regulated by Irf1) gene lists which revealed a significant enrichment of Irf1 binding events at the regulatory sequences of down-regulated genes vs. up-regulated genes (Fig. 2B). These downregulated genes were enriched in GO terms for Innate Immune Response, Defense Response, Antigen Processing and Presentation (Fig. 2C). These findings infer that absence of Irf1 alters the colonic microenvironment linked in part to transcriptional programs driven by Irf1 in immune cells. This possibly reflects changes in the numbers and/or function of these cells in the *Irf1*^*−/−*^ intestinal mucosa.

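Irf1 itself was counted in every library. The untreated Irf1-/- colons held 1786, 2631 and 1984 Irf1 reads and those of control set 2 held 3146, 2882 and 2923. This is 94.4 ± 19.8 against 133 ± 6.87 CPM (SD, n = 3 mice each), a log2 FC of -0.49 (standard error 0.12, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control set 1 held 3661, 3522 and 3238 Irf1 reads, treated B6 colons 3949, 5015 and 5188, and treated Irf1-/- colons 2459, 2769 and 2241. With control set 1 as controls, the adjusted p for Irf1 was 0.0099. Every Irf1-/- library was below every B6 library. The counts are totals per gene and do not show from which exons the reads came.

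**Figure D2:**
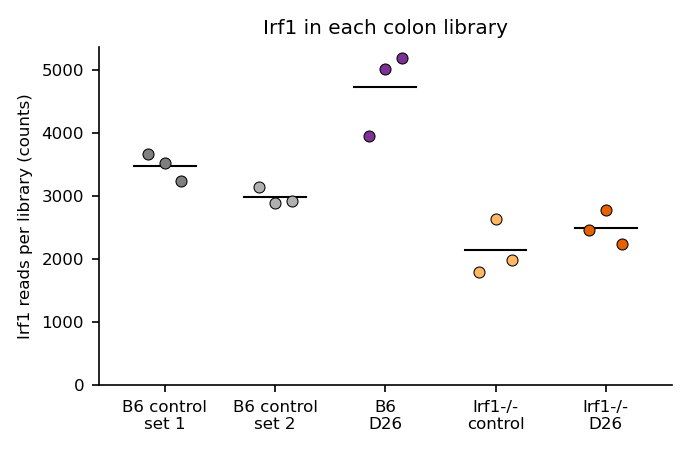
Irf1 reads per library, as counts, in the 5 groups. Points are mice and bars are group means, with Irf1-/- libraries between 1786 and 2769 reads and B6 libraries between 2882 and 5188.

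Of the 12588 genes tested, 11 were upregulated and 40 downregulated in untreated Irf1-/- colons relative to control set 2, and 1313 had an unadjusted p under 0.05. The libraries of the groups did not overlap for any of the called genes, a separation that chance gives in 10% of genes. The result moved most with control set 1 in place of set 2, to 41 upregulated and 96 downregulated genes. Leaving out each mouse in turn gave 3 to 19 upregulated and 20 to 45 downregulated genes.
The largest decreases were in Gm14446 (194 ± 61.1 CPM in B6 and 18.0 ± 10.2 in Irf1-/- colons, log2 FC -3.43), Btnl6 (56.7 ± 11.4 and 10.6 ± 1.75, -2.42), Gbp2 (40.6 ± 9.86 and 7.81 ± 0.907, -2.38) and Ddx60 (18.8 ± 3.67 and 3.76 ± 1.20, -2.32). Their adjusted p were 0.00244, 9.17e-05, 0.000143 and 0.000691 from edgeR's quasi-likelihood test (SD, n = 3 mice each). Gbp2, Btnl6 and Gm14446 have near-identical relatives whose reads are hard to assign, so their values are uncertain. The largest increases were in 2010109I03Rik (log2 FC 1.49, adjusted p = 0.00932), Plau (1.46, 0.000691), Stc2 (1.18, 0.00535) and Anxa8 (1.14, 9.17e-05). Of these genes, Btnl6, Gbp2, Ddx60, Plau and Anxa8 stayed past the threshold in all 6 fits that each left out a mouse. Gm14446 passed in 5 of these fits, 2010109I03Rik in 2 and Stc2 in 0. These fits have fewer libraries, so a gene can fail them with little change in log2 FC. Over the 6 fits it was 1.281 to 1.695 for 2010109I03Rik and 1.094 to 1.291 for Stc2. Against control set 1, Anxa8 had a log2 FC of 0.17 (adjusted p = 0.775). The ChIP target lists were not analysed here.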

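Both hand-written lists closest to these terms were lower in untreated Irf1-/- colons. In the interferon-inducible innate response list, 5 of 32 genes had a positive log2 FC and the median was -0.54 (adjusted p = 3.29e-17, limma's camera). In the antigen presentation list, 9 of 24 genes had a positive log2 FC and the median was -0.20 (adjusted p = 1.37e-09, limma's camera). These p-values depended on whether the inter-gene correlation was preset or estimated. With the correlation estimated from the 6 libraries, the adjusted p from camera was 0.335 for the innate response and 0.335 for antigen presentation.
Psmb10, a subunit of the immunoproteasome, fell from 59.1 ± 1.07 to 19.3 ± 1.68 CPM (SD, n = 3 mice each), a log2 FC of -1.61 (standard error 0.08, adjusted p = 1.99e-05 from edgeR's quasi-likelihood test). Tapbp, which helps load peptide onto MHC class I, fell from 219 ± 16.9 to 106 ± 5.45 (log2 FC -1.05, adjusted p = 0.000133). Erap1 and Psme2, which act in making such peptides, had log2 FC of -0.90 and -0.85 (adjusted p = 0.000184 and 0.000143). Among the innate genes, log2 FC were -1.81 for Zbp1 (adjusted p = 0.00131), -1.71 for Gbp4 (0.00244) and -1.27 for Parp14 (0.00109). Zbp1 stayed past the threshold in 4 and Gbp4 in 3 of the 6 fits that each left out a mouse, the other 5 genes in all of them. Over these fits, log2 FC were -1.937 to -1.691 for Zbp1 and -1.857 to -1.473 for Gbp4. Gbp4 has near-identical relatives, so its count is uncertain.

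**Figure D3:**
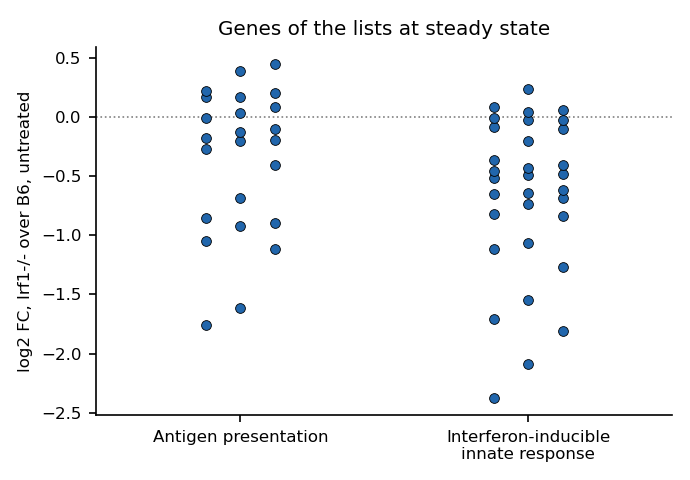
edgeR's log2 FC of untreated Irf1-/- over untreated B6 colons for each gene of the 2 lists. Points are genes, with Psmb10 at -1.61 among the antigen presentation genes and Gbp2 at -2.38 among the innate response genes.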

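The direction of leukocyte genes at steady state depended on which untreated B6 mice were taken as controls. Against control set 2, a hand-written list of leukocyte genes was higher in Irf1-/- colons (median log2 FC 0.24, 24 of 32 genes positive, adjusted p = 0.000425, limma's camera). Against control set 1 it was lower (median -0.13, 10 of 32 positive, adjusted p = 0.0122), and against both sets together the median was 0.01 (adjusted p = 0.899). The 5 B cell and plasma cell genes had a median log2 FC of 1.40 against control set 2 (adjusted p = 0.000125, camera). Against control set 1 their median was 0.30, while camera put the list lower than other genes (adjusted p = 0.71). From the downregulated genes, their Irf1 binding and their GO terms, the paper infers that loss of Irf1 altered the colonic microenvironment. It links this in part to what Irf1 drives in immune cells, and proposes a possible change in these cells.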

**Figure 2:**
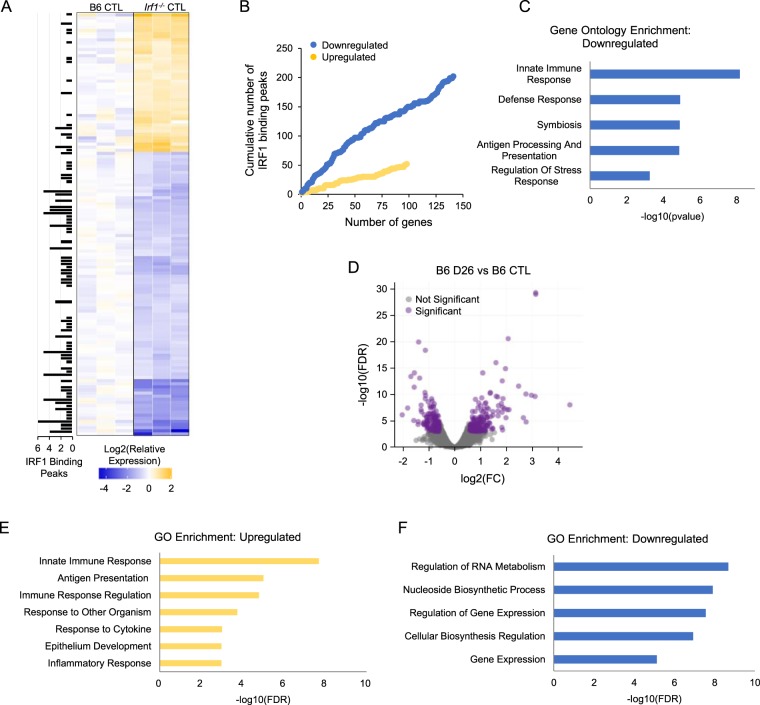
Transcriptional changes in the colon of *Irf1*^*−/−*^ mutants at steady state and B6 mice following treatment with AOM/DSS. RNA sequencing was conducted on total RNA from the colons of control B6 and *Irf1*^*−/−*^ mice; Differential gene analysis (statistically measured by fold change, FC, and false discovery rate, FDR) was performed as described in Materials and Methods. Significantly upregulated (FC ≥1.5, FDR ≤10^−2^, n = 44) and downregulated genes (FC ≤−1.5, FDR ≤10^−2^, n = 90) are displayed as a heat map (**A**), and total number of Irf1 binding peaks (determined by ChIP sequencing; Langlais et al., 2016) in the vicinity of each gene is shown in the heat map (**A**). Cumulative enrichment of Irf1 binding peaks near downregulated (blue) vs. upregulated (yellow) genes is shown (**B**). Gene Ontology (GO) analysis for enrichment of specific GO terms in the group of downregulated genes is shown (**C**). RNA sequencing was performed on total RNA from the colons of control and treated B6 (at day 26 post-treatment); Genes differentially expressed between control and treated B6 samples were identified, as described in (A). Significantly upregulated (FC ≥1.5, FDR ≤10^−2^, n = 261) and downregulated genes (FC ≤−1.5, FDR ≤10^−2^, n = 205) are displayed by volcano plot (**D**). Gene Ontology (GO) analysis for enrichment of specific GO terms in the group of upregulated (**E**) and downregulated (**F**) genes for the control B6 vs. treated B6 is shown.

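In B6 mice, the colons taken at D26 were compared with those of control set 1 across 12643 genes. In this comparison 4 genes were upregulated and 2 downregulated, and 3730 had an unadjusted p under 0.05. Ltf rose from 15.6 ± 4.77 to 138 ± 54.3 CPM (SD, n = 3 mice each), a log2 FC of 3.14 (standard error 0.30, adjusted p = 0.00685 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Psca rose from 3.30 ± 0.941 to 29.0 ± 8.98 (log2 FC 3.14, adjusted p = 0.00685), Duoxa2 from 9.19 ± 0.577 to 27.9 ± 5.59 (1.60, 0.00685) and Cst6 from 27.0 ± 1.93 to 57.5 ± 7.24 (1.09, 0.00796). Lrrc19 fell from 85.0 ± 4.48 to 38.9 ± 3.97 (log2 FC -1.13, adjusted p = 0.00685) and OTTMUSG00000016609 from 64.2 ± 6.55 to 24.5 ± 4.08 (-1.39, 0.00685). Each of these genes passed in 2 of the 6 fits that left out a mouse. With control set 2 in place of set 1, 22 genes were upregulated and 49 downregulated. Cst6 then had a log2 FC of 0.37 (adjusted p = 0.315 from the same test). Ltf, Duoxa2 and Lrrc19 still passed, with log2 FC of 3.965, 1.04 and -1.08.
The number of calls moved most with edgeR's exact test, which called 245 genes upregulated and 215 downregulated. With each mouse left out in turn, there were 0 to 111 upregulated and 0 to 41 downregulated genes. Same-numbered libraries of the groups deviated from their group means with a mean r of -0.12 across genes (3 pairs). With the replicate number as a block, 3 genes were upregulated and 2 downregulated. Only 1 of the 6 genes called without the block was among them.
Log2 FC in B6 mice followed the GC content of the genes (Spearman's rho = 0.614 across 11579 genes, which are not independent replicates). The median log2 FC was -0.32 in the 10% of genes lowest in GC and 0.21 in the 10% highest in GC. After each library was corrected for GC content, an alternative chosen after seeing the data, 0 genes were upregulated or downregulated and 2056 had an unadjusted p under 0.05. With the block and this correction together, also chosen after seeing the data, 2 genes were upregulated and 0 downregulated, with 1812 at an unadjusted p under 0.05. Of the genes called without either, 1 was among them.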

We then evaluated transcriptional changes in the colons of control B6 mice in response to AOM/DSS treatment (Fig. 2D). 

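Hand-written lists of antigen presentation, interferon-inducible innate response and epithelial repair genes were higher in treated than in untreated B6 colons. Of 24 antigen presentation genes, 20 were higher, with a median log2 FC of 0.60 (adjusted p = 5.66e-06, limma's camera). Of 37 innate response genes, 33 were higher, with a median of 0.50 (adjusted p = 3.43e-07), and of 14 epithelial repair genes, 13 were higher, with a median of 0.54 (adjusted p = 0.000501). Zinc finger protein genes, most of which encode transcription factors, were lower, with 66 of 263 positive and a median of -0.20 (adjusted p = 4.16e-10). Ribosomal protein genes, which serve translation, had a median of 0.06, with 57 of 77 positive (adjusted p = 0.19).
With the inter-gene correlation estimated from the data, the adjusted p from camera rose to 0.778 for antigen presentation, 0.778 for the innate response, 0.681 for epithelial repair and 0.436 for zinc finger proteins. With control set 2 in place of set 1, that of epithelial repair was 0.117, those of antigen presentation, the innate response and zinc finger proteins were 1.04e-06, 3.2e-06 and 9.93e-09, and ribosomal protein genes had a median of 0.15 (adjusted p = 0.000214). After the GC correction, the medians were 0.51 for antigen presentation (adjusted p = 3.57e-06), 0.58 for the innate response (8.17e-13), 0.58 for epithelial repair (2.38e-05) and -0.11 for zinc finger proteins (5.38e-08).
None of the genes named next passed an adjusted p of 0.01. H2-K1, an MHC class I gene, rose from 664 ± 14.3 to 1073 ± 203 CPM (SD, n = 3 mice each), a log2 FC of 0.69 (standard error 0.13, adjusted p = 0.0238 from edgeR's quasi-likelihood test), and Psmb10 had a log2 FC of 0.49 (adjusted p = 0.0274). H2-D1 and H2-T23 had log2 FC of 0.57 and 0.39 (adjusted p = 0.0246 and 0.0241). These H2 genes have near-identical relatives, so their counts are uncertain. Zbp1, Irf7 and Rsad2 had log2 FC of 1.68, 1.15 and 1.04 (adjusted p = 0.02, 0.0198 and 0.014). In the repair list, Ly6a had a log2 FC of 1.06 (adjusted p = 0.0228). Zfp808 and Zfp947 had log2 FC of -1.30 and -1.17 (adjusted p = 0.0157 and 0.0157).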

The top GO terms associated with the upregulated genes were related to immune responses, antigen presentation and epithelium development (Fig. 2E), whereas downregulated genes were primarily those involved in transcription and translation (Fig. 2F). These results suggest strong activation of immune responses and tissue repair in response to AOM/DSS-induced in B6 mice. 

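Leukocyte and complement genes were higher at D26 in B6 mice. Of 36 leukocyte genes, 31 were higher, with a median log2 FC of 0.30 (adjusted p = 0.000412, limma's camera), and of 16 complement genes, 13 were higher, with a median of 0.41 (adjusted p = 0.00365). With control set 2 in place of set 1, 32 of 32 leukocyte genes were higher (median 0.71, adjusted p = 2.86e-11) and 12 of 14 complement genes (median 0.57, 7.71e-05). With 2 alternatives chosen after seeing the data, the adjusted p of the leukocyte and complement lists were 0.0211 and 0.0981 with log2 Xist as a covariate and 4.27e-06 and 0.00967 after the GC correction. With the estimated correlation, they were 0.821 and 0.813. From the GO terms of the upregulated genes, the paper proposes that AOM/DSS activated immune responses and tissue repair in B6 mice.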

A similar analysis of *Irf1*^*−/−*^ mutant response to AOM/DSS (untreated vs. treated *Irf1*^*−/−*^ mutants, D26) was conducted (Fig. S2A,B). 

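In Irf1-/- mutants, 26 genes were upregulated and 6 downregulated at D26 relative to untreated mutants, and 2361 of the 12692 genes tested had an unadjusted p under 0.05. The exact test of edgeR moved this most, to 177 upregulated and 72 downregulated genes. With each mouse left out in turn, there were 0 to 50 upregulated and 0 to 11 downregulated genes. The largest increases were in Ppbp (4.55 ± 1.27 to 45.6 ± 26.7 CPM, SD, n = 3 mice each, log2 FC 3.33, adjusted p = 0.00901 from edgeR's quasi-likelihood test), Ltf (14.1 ± 6.48 to 123 ± 43.7, 3.12, 0.00713), Prss22 (1.14 ± 0.404 to 7.40 ± 2.49, 2.70, 0.00772) and AI747448 (32.7 ± 4.84 to 190 ± 91.5, 2.54, 0.00845). The largest decreases were in Sftpb (8.29 ± 3.08 to 1.14 ± 0.233, -2.86, 0.00665), Acsm2 (6.17 ± 0.645 to 1.73 ± 0.370, -1.83, 0.00665) and 1700110I01Rik (log2 FC -1.14, adjusted p = 0.00855). These genes passed in 0 to 2 of the 6 fits that left out a mouse. GC content related little to log2 FC in mutants (Spearman's rho = 0.141 across 11607 genes, which are not independent replicates), and after the GC correction 23 genes were upregulated and 5 downregulated.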

GO terms enriched in upregulated genes included Inflammatory Response and Leukocyte Activation (Fig. S2C) and the GO term Muscle Contraction was enriched in downregulated genes (Fig. S2D). This response is indicative of active inflammation and immune cell infiltration in *Irf1*^*−/−*^ colons in response to AOM/DSS.

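A hand-written list of 35 leukocyte genes was higher in treated Irf1-/- colons, with 33 genes positive and a median log2 FC of 0.52 (adjusted p = 4.38e-19, limma's camera, and 0.132 with the inter-gene correlation estimated from the data). Its members with the smallest p were Tyrobp (log2 FC 0.88, adjusted p = 0.0226 from edgeR's quasi-likelihood test), Itgam (0.62, 0.0226), Csf1r (0.56, 0.0254) and Lcp1 (0.57, 0.0295). A list of inflammatory response genes, of which 9 were tested, had a median of 0.24 with 5 genes positive (adjusted p = 0.307, camera). In it, Cxcl5 rose from 8.48 ± 2.01 to 20.2 ± 3.26 CPM (SD, n = 3 mice each, log2 FC 1.25, adjusted p = 0.0185) and Cxcr2 fell from 110 ± 2.41 to 86.6 ± 8.16 (-0.34, 0.0595). Of 24 smooth muscle contraction genes, 17 were positive, with a median of 0.03 (adjusted p = 0.369). Actn2, which encodes a muscle actinin, fell from 24.0 ± 1.41 to 11.8 ± 1.28 CPM (log2 FC -1.02, standard error 0.11, adjusted p = 0.00665).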

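Complement genes were higher in treated Irf1-/- colons, 13 of 14 with a median log2 FC of 0.57 (adjusted p = 1.43e-11, limma's camera), as were epithelial repair genes, 10 of 14 with a median of 0.42 (adjusted p = 0.00241). With the inter-gene correlation estimated from the data, these adjusted p were 0.118 and 0.132. For the epithelial repair list the estimated correlation was 0.0022, below the preset 0.01. Its unadjusted p from camera still rose from 0.000926 to 0.0255, so the size of the correlation alone does not account for this rise. From the GO terms, the paper proposes inflammation and an infiltrate of immune cells in treated Irf1-/- colons.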

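Of 12483 genes tested in both responses, 1 was upregulated in both, 3 in B6 mice alone and 21 in Irf1-/- mutants alone (two-sided Fisher's exact test of the overlap, p = 0.00703). The gene upregulated in both was Ltf. Those of B6 mice alone were Psca, Duoxa2 and Cst6, and their log2 FC in Irf1-/- mutants were 1.74, 0.70 and 0.74 (adjusted p = 0.0207, 0.273 and 0.551 from edgeR's quasi-likelihood test). Of the 21 genes called in mutants alone, 19 had a positive log2 FC in B6 mice. Among them, Ppbp and AI747448 had log2 FC of 3.11 and 2.48 there (adjusted p = 0.0194 and 0.0171). Where a gene had also to have an unadjusted p of at least 0.05 in the other genotype, 2 were specific to B6 mice and 8 to mutants. The exact test of edgeR moved these numbers most, to 65 genes in both, 163 in B6 mice alone and 94 in mutants alone. Across all genes tested in both, which are not independent replicates, log2 FC of the responses had a Pearson's r of 0.467 and a Spearman's rho of 0.387.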

Comparative analysis of the response of B6 and *Irf1*^*−/−*^ mice to AOM/DSS identified genes dysregulated (p < 10^−2^) in common in both strains as well as genes dysregulated only in B6 or only in *Irf1*^*−/−*^ mice (Fig. 3A). Analysis of GO terms for genes up-regulated in common included Inflammatory Response and Epithelial Development, including genes from the complement system (*C3, C4a, C4b*) and the TNF-activating receptor family (*Tnfrsf11b, Tnfrsf1b*). 

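C4b rose from 139 ± 21.1 to 229 ± 53.3 CPM in B6 mice (SD, n = 3 mice each, log2 FC 0.72, standard error 0.17, adjusted p = 0.0383 from edgeR's quasi-likelihood test) and from 139 ± 8.81 to 290 ± 37.9 in Irf1-/- mutants (1.06, 0.10, 0.00529). C3 rose from 159 ± 13.9 to 279 ± 59.3 in B6 mice (log2 FC 0.81, adjusted p = 0.0206) and from 177 ± 27.4 to 329 ± 42.3 in mutants (0.89, 0.0176). C4a, which is near-identical to C4b so that the counts of both are uncertain, had a log2 FC of 0.72 in B6 mice (adjusted p = 0.0499) and 0.86 in mutants (0.0172). Tnfrsf11b had a log2 FC of 1.05 in B6 mice (adjusted p = 0.0365) and 1.40 in mutants (0.0105), and Tnfrsf1b of 0.55 in B6 mice (adjusted p = 0.037) and 0.62 in mutants (0.0357). Only C4b in mutants passed an adjusted p of 0.01 over all genes. Adjusted over the genes the paper names alone, a list that comes in part from the paper's own calls on these data and so shows no stability, 1 of 22 passed in B6 mice (C3) and 14 of 24 in mutants, all 5 of these among them. Over all genes, 0 passed in B6 mice and 2 in mutants. The responses of these genes did not differ past the threshold (adjusted p from 0.432 for C4b to 0.892 for Tnfrsf1b).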

GO terms for genes exclusively upregulated in *Irf1*^*−/−*^ mutants included Inflammation and Leukocyte Activation, while B6 upregulated genes included Antigen Processing and Presentation and Innate Immune Response (Fig. 3B). These analyses suggest robust inflammatory response and tissue repair in both B6 and in *Irf1*^*−/−*^ mice; however, response of *Irf1*^*−/−*^ mice features a unique and much stronger implication of leukocytes, associated with a reduced signature of innate immune response. 

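In Irf1-/- mutants, 15 of 23 antigen presentation genes were higher at D26, with a median log2 FC of 0.12 (adjusted p = 0.192, limma's camera), as were 27 of 30 interferon-inducible innate response genes, with a median of 0.30 (adjusted p = 0.00019). The difference between the responses, Irf1-/- minus B6, was then tested for the same lists across 12 libraries. For antigen presentation, 1 of 23 genes was positive, with a median of -0.44 (adjusted p = 1.56e-06). This difference had an adjusted p of 1.01e-05 after the GC correction, 4.3e-09 with control set 2 in place of set 1, and 0.956 with the inter-gene correlation estimated from the data. For the innate response, 10 of 30 genes were positive, with a median of -0.18 (adjusted p = 0.117), and the adjusted p was 0.0163 after the GC correction and 0.0164 with control set 2.
For leukocyte genes, 27 of 35 were positive, with a median difference of 0.19 (adjusted p = 0.0671, camera, and 0.0163 after the GC correction). With control set 2, 9 of 32 leukocyte genes were positive, with a median of -0.18 (adjusted p = 0.0135), and with both control sets the median was 0.01 (adjusted p = 0.853). Inflammatory response genes had a median difference of 0.09 (adjusted p = 0.97).

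**Figure D4:**
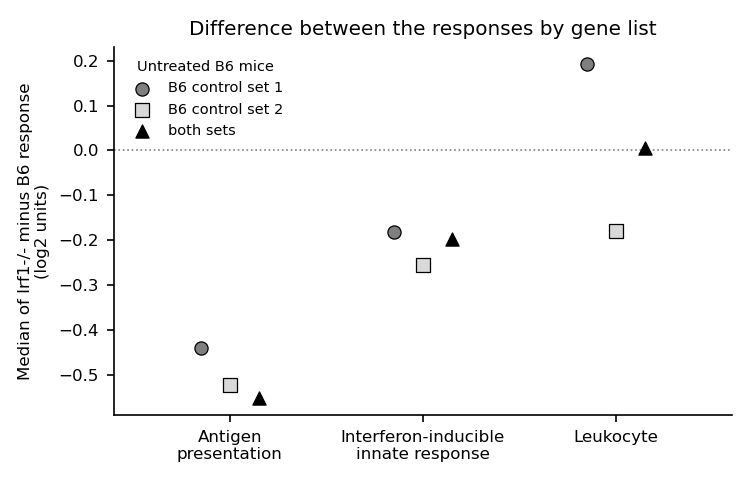
Median difference between the responses, Irf1-/- minus B6, in log2 units, for gene lists with each choice of untreated B6 mice. Points are medians, and the leukocyte median is 0.19 with control set 1, -0.18 with control set 2 and 0.01 with both.

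Among antigen presentation genes, H2-K1 went from 581 ± 50.1 to 545 ± 48.7 CPM in mutants (SD, n = 3 mice each), and its response differed from that of B6 mice by -0.78 (standard error 0.17, adjusted p = 0.0814 from edgeR's quasi-likelihood test). Differences in H2-D1, Psmb10 and H2-T23 were -0.68, -0.58 and -0.51 (adjusted p = 0.077, 0.107 and 0.0765).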

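Gene by gene, the difference between the responses passed the threshold in 2 of 12483 genes, and 2108 had an unadjusted p under 0.05. These were Akap5 (difference of 1.83 on the log2 scale, standard error 0.17, adjusted p = 0.000675 from edgeR's quasi-likelihood test) and Lrrc17 (1.60, 0.19, 0.00611). Akap5 passed in 12 and Lrrc17 in 3 of the 12 fits that each left out a mouse. Akap5 fell from 26.3 ± 1.18 to 17.9 ± 1.10 CPM in B6 mice (SD, n = 3 mice each) and rose from 10.1 ± 1.10 to 24.5 ± 3.61 in mutants. Lrrc17 fell from 32.3 ± 2.83 to 24.1 ± 3.04 in B6 mice and rose from 12.4 ± 2.22 to 28.0 ± 2.38 in mutants. In control set 2, Akap5 had 208, 200 and 163 reads and Lrrc17 288, 330 and 243, against 209, 216 and 257 and 243, 259 and 339 in untreated mutants. With control set 2 in place of set 1, 0 genes passed and 1854 had an unadjusted p under 0.05. Of the 22 genes the paper names, 0 passed over all genes and 0 over that list alone.

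**Figure D5:**
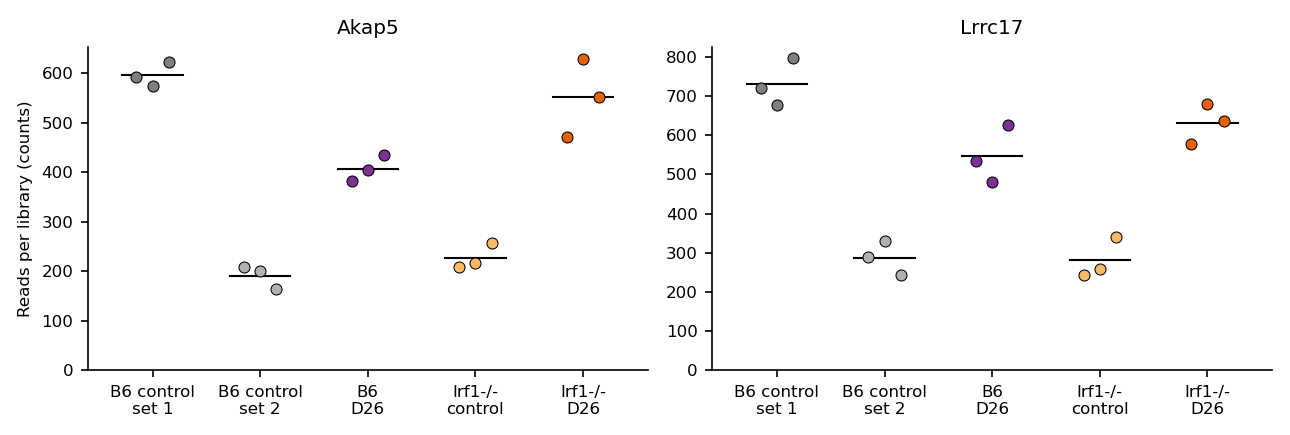
Reads per library, as counts, of Akap5 and Lrrc17 in the 5 groups. Points are mice and bars are group means, with Akap5 at 163 to 208 reads in control set 2 and 574 to 622 in control set 1.

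Differences between the responses also followed GC content (Spearman's rho = -0.535 across 11434 genes, which are not independent replicates). After the GC correction, 2 genes passed and 1192 had an unadjusted p under 0.05. From the GO terms of shared and genotype-specific genes, the paper proposes that inflammation and tissue repair were robust in both genotypes, with more leukocyte involvement and a weaker innate signature in Irf1-/- mice.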

GSEA analysis was also performed, to compare the response of B6 and *Irf1*^*−/−*^ AOM/DSS-treated mice with the public GSE4183 dataset^37^ containing the expression profiles of human IBD and colorectal cancer tissues, and healthy controls (Fig. 3C). We observed an enrichment of the human IBD signature in both treated B6 and *Irf1*^*−/−*^ colon, but that response is quantitatively greater in *Irf1*^*−/−*^ mutants. This suggests stronger inflammation in the *Irf1*^*−/−*^ mutant with similarity to the pathological inflammatory state seen in human IBD (Fig. 3C). GSEA analysis also identified significant enrichment of a gene signature found upregulated in samples from human colorectal cancer tissue (compared to healthy tissues) uniquely in the colon of *Irf1*^*−/−*^ mutants treated with AOM/DSS (Fig. 3D). Importantly, the enrichment of this human CRC signature in the *Irf1*^*−/−*^ mice is found at a time point (D26) where tumors are not yet present. Therefore, after a single treatment of AOM and DSS, the *Irf1*^*−/−*^ mouse colons’ transcriptional profile is already enriched for genes upregulated in human IBD and human colorectal cancer.

**Figure 3:**
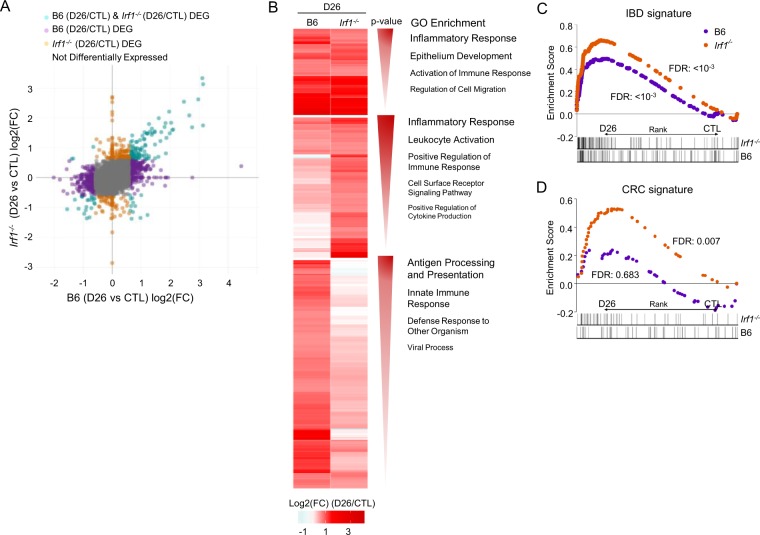
Differential transcriptional response of *Irf1*^*−/−*^ mutants to AOM/DSS. (**A**) Global comparison of genes differentially expressed in B6 control vs. AOM/DSS treated B6, and control *Irf1*^*−/−*^ vs. AOM/DSS-treated *Irf1*^*−/−*^, and calculated as fold change (log2). Genes differentially expressed specifically in *Irf1*^*−/−*^ (orange dots), specifically in B6 (purple) or common to both (green) are shown. (**B**) Heat map of genes significantly upregulated (FC ≥1.5, FDR ≤10^−2^) in both *Irf1*^*−/−*^ and B6 responses, or in *Irf1*^*−/−*^ only, or in B6 only. Enriched GO terms are shown to the side according to Benjamini-adjusted p-value significance. GSEA analysis of human IBD (**C**) and CRC (**D)** signatures as described in Materials and Methods.

### Irf1-dependent regulation of epithelial responses in the colon during CA-CRC

We then investigated if the enriched human CRC signature in *Irf1*^*−/−*^ mice might be associated with early alterations in epithelial proliferation. Immunofluorescence analysis of cell proliferation marker Ki67 revealed an increase of “hyperproliferative epithelial crypts” in the colons of both B6 and *Irf1*^*−/−*^ mutants at D26, but in significantly greater abundance in *Irf1*^*−/−*^ mutants (Fig. 4A,B). Furthermore, the *Usf1* and *Dact2* genes are negative regulators of the cell cycle in response to Wnt signalling and as expected, these two genes are up-regulated in B6 colons but not in *Irf1*^*−/−*^ colons at D26 (Fig. 4C). These results suggest early transcriptional alterations in cell cycle regulation contributing to tumorigenesis in the *Irf1*^*−/−*^ colons in response to treatment. 

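The published stem cell signature was not analysed here. In a hand-written list of intestinal stem cell genes, 11 of 16 were higher in treated than in untreated Irf1-/- colons, with a median log2 FC of 0.03 (adjusted p = 0.866, limma's camera). The difference of this list between the responses had an adjusted p of 0.852, with 8 of 16 genes positive. Lgr5, which marks these stem cells, fell from 37.3 ± 1.47 to 28.3 ± 1.60 CPM in Irf1-/- mutants (SD, n = 3 mice each, log2 FC -0.40, standard error 0.08, adjusted p = 0.0392 from edgeR's quasi-likelihood test) and from 33.8 ± 1.72 to 26.8 ± 1.81 in B6 mice (-0.34, 0.09, 0.0513). Of 30 proliferation genes, 12 were higher in treated mutants, with a median log2 FC of -0.01 (adjusted p = 0.866, camera). The difference of this list between the responses had a median of -0.12 with control set 1 (8 of 30 positive, adjusted p = 0.137) and 0.29 with control set 2 (29 of 30, 0.00664). In B6 mice the list had a median log2 FC of 0.17 against control set 1 (22 of 30, adjusted p = 0.196) and -0.22 against control set 2 (2 of 30, 0.00285). Mki67 had a log2 FC of 0.11 in treated mutants (adjusted p = 0.785 from edgeR's quasi-likelihood test). This is RNA of whole tissue, while the paper scored Ki67 protein by its extent along crypts.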

GSEA analysis detected enrichment of the highly proliferative *Lgr5*^+^ “intestinal stem cell (ISC) signature”^38^ in *Irf1*^*−/−*^ mice post-treatment (Fig. 4D). ISCs are major contributors to colorectal cancer development in response to sustained Wnt signalling^39^. FACS analysis also verified this signature, showing an increase in EpCAM^+^ CD44^+^ ISCs in the colons of *Irf1*^*−/−*^ mice at D26 (Fig. 4E). Globally, these results indicate that the *Irf1*^*−/−*^ mice respond to AOM/DSS treatment with an increase in epithelial proliferation compared to controls, as well as an increase in ISCs, and this, at a time (D26) preceding tumor emergence.

**Figure 4:**
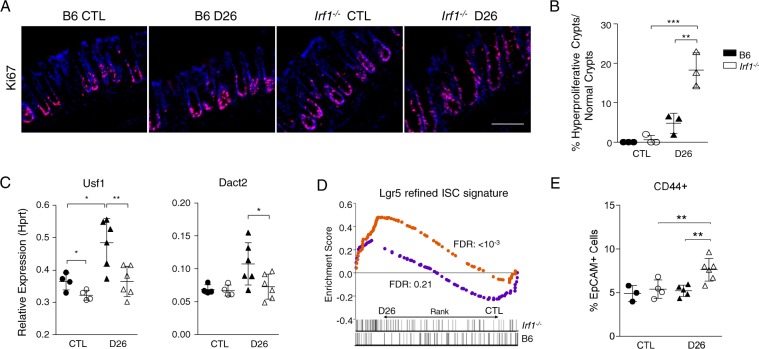
Epithelial dysregulation in colons of *Irf1*^*−/−*^ mutants after AOM/DSS treatment. (**A**) Representative images of immunofluorescence staining of frozen section for proliferation marker Ki67 (red), with control nuclear DNA stain DAPI (blue); Scale bars indicate 100μm. (**B**) Quantification of the number of hyperproliferative crypts compared to normal crypts from 5 fields of view examined under 10X magnification; Significance was determined using a one-way ANOVA with Bonferroni’s multiple-comparison test (**<0.01, ***<0.001). (**C**) Relative expression of negative regulators of cell cycle progression *Usf1* and *Dact2* in the colons of control and treated B6 (n = 4) and *Irf1*^*−/−*^ mutants (n = 6) measured by qRT-PCR and shown as relative expression compared to an internal *Hprt* control. (**D**) GSEA analysis of intestinal stem cell signatures as described in Materials and Methods. (**E**) Flow cytometry of intestinal epithelial cells in B6 and *Irf1*^*−/−*^ mice (n = 3 for B6 and *Irf1*^*−/−*^ CTL, n = 5 for B6 and *Irf1*^*−/−*^ D26) for CD44^+^ intestinal stem cells^,^ presented as percentage of total EpCAM^+^ epithelial cells.

### Irf1-dependent regulation of cellular immune responses in the colon during CA-CRC

Considering the impact of IRF1 inactivation on transcriptional responses in the colon, we conducted cellular immunophenotyping by flow cytometry of *Irf1*^*−/−*^ colons prior to and 26 days following treatment with AOM/DSS. While B6 controls showed a modest influx of CD45^+^ cells at D26, this influx was nearly three-fold greater in *Irf1*^*−/−*^ mutants (Fig. 5A). This infiltrate was composed mostly of myeloid cells (CD45^+^B220^−^CD3^−^CD49b^−^), primarily Gr1^+^CD11b^+^ neutrophils and inflammatory monocytes (Fig. 5A,B). *Irf1*^*−/−*^ mutants also showed an increase in eosinophils compared to controls (Fig. 5A), and RNA expression studies by qPCR also detected very significant expression of the mast cell-specific markers *Mcpt1* and *Mcpt2* in *Irf1*^*−/−*^ mutants compared to controls, suggesting that these cells are part of the myeloid infiltrate seen in *Irf1*^*−/−*^ colons (Fig. 5C). Overall, these results reveal that there is an accumulation of inflammatory granulocytes in *Irf1*^*−/−*^ at D26 compared to B6 mice, indicative of ongoing active inflammation in mutant colons. Finally, these findings were also validated by immunofluorescence analysis, showing Cd11b^+^ cells infiltrated into the lamina propria of *Irf1*^*−/−*^ colons at D26 (Fig. 5D). Increased infiltration of CD3^+^ T cells was also noted in treated *Irf1*^*−/−*^ mutants compared to B6 mice (Fig. 5E). This was predominantly a CD4^+^ T cell influx in *Irf1*^*−/−*^ mutants, corresponding with a more active state of inflammation in mutants. Importantly, there was also a unique increase in CD8^+^ T cell infiltration in B6 mice at D26 that was not seen in *Irf1*^*−/−*^ mutants. These results may indicate that cytotoxic responses by CD8^+^ T cells are important in anti-tumorigenic immune responses in B6 mice in response to treatment, and its absence in *Irf1*^*−/−*^ mutants may contribute to increased tumorigenesis.

**Figure 5:**
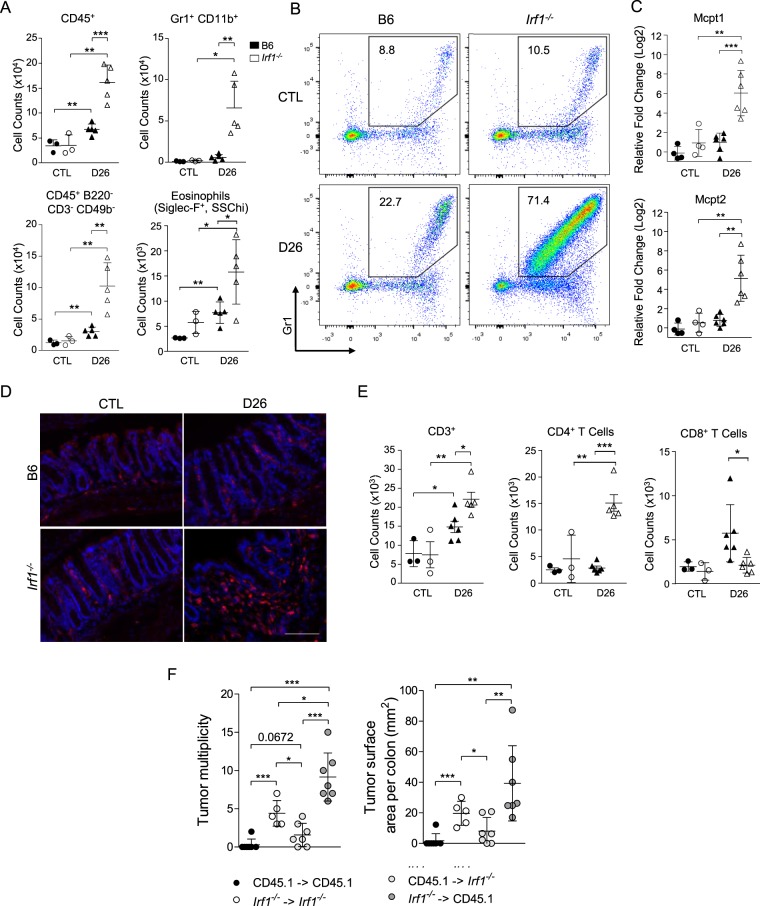
Elevated leukocytes infiltration in the colon of *Irf1*^*−/−*^ mice in response to AOM/DSS. Colon single cell suspensions from control and from treated (D26) B6 (filled symbols) and from *Irf1*^*−/−*^ mutants (empty symbols) were analyzed by flow cytometry. (**A**) Total counts of CD45^+^ cells, CD45^+^ B220/CD3/CD49b lineage negative cells, Gr1^+^ CD11b^+^ cells, and Siglec F^+^ cells are shown for individual mice along with means ± SD (n = 3 for CTL, n = 5 for B6 D26 and *Irf1*^*−/−*^ D26); Statistical significance was determined using unpaired Student’s t-tests (*<0.05, **<0.01, ***<0.001). (**B**) Representative FACS plots of Gr1^+^ CD11b^+^ cells. Numbers indicate mean % of myeloid cells using the gating window shown. (**C**) Relative expression of the mast cell markers *Mcpt1* and *Mcpt2* in the colon colons of control and treated B6 (n = 4) and *Irf1*^*−/−*^ mutants (n = 6) measured by qRT-PCR. (**D**) Representative images of Immunofluorescence staining for Cd11b^+^ myeloid (red) in the colon of control and treated mice, with control nuclear DNA stain DAPI (blue); Scale bars indicate 100 μm. (**E**) Total counts of CD3^+^, CD4^+^, and CD8^+^ T cells are shown for individual mice along with means ± SD (n = 3 for CTL, n = 5 for B6 D26 and *Irf1*^*−/−*^ D26); Statistical significance was determined using unpaired Student’s t-tests (* < 0.05, ** < 0.01, ***<0.001). (**F**) Susceptibility to CA-CRC in bone marrow chimeras (n = 7 for CD45.1 - >CD45.1, CD45.1 - > *Irf1*^*−/−*^, *Irf1*^*−/–*^ > CD45.1, n = 6 for *Irf1*^*–/*^ - > *Irf1*^*−/−*^) measured as tumor multiplicity and total tumor surface area. Mice were injected ip with AOM (7 mg/kg) once followed by three cycles of 2% (w/v) DSS exposure (4 days each) and sacrificed 6 weeks after the final DSS treatment. Statistical significance of inter-group differences was assessed using unpaired Student’s t-tests (*<0.05, **<0.01, ***<0.001).

Finally, to determine the overall contribution of this hematopoietic cells infiltrate to the CA-CRC susceptibility of *Irf1*^*−/−*^ mutants, we derived bone marrow (BM) chimeras and tested their susceptibility to AOM/DSS-induced CA-CRC susceptibility (Fig. 5F). These studies showed that transfer of *Irf1*^*−/−*^ mutant BM into irradiated B6 mice (CD45.1) confers significant CA-CRC susceptibility, at a level similar to that seen in *Irf1*^*−/−*^ mutant animals receiving *Irf1*^*−/−*^ mutant BM (Fig. 5F), whereas transfer of B6 (CD45.1) BM into irradiated *Irf1*^*−/−*^ mutant mice conveys significant protection against CA-CRC (Fig. 5F). These results confirm the critical role of hematopoietic cells in the hyper-sensitivity of *Irf1*^*−/−*^ mutants to CA-CRC. Altogether, these results suggest inadequate immune responses *in situ* in AOM/DSS-treated *Irf1*^*−/−*^ mutants that ultimately leads to compensatory leukocyte infiltration (predominantly inflammatory myeloid cells), possibly creating a tumor-promoting environment in these mice.

### IRF1 expression in human ulcerative colitis and colorectal cancer

To assess a possible implication of *IRF1* in development of colonic inflammation and CA-CRC in humans, we first compared the AOM/DSS-induced transcriptional responses detected in the B6 and *Irf1*^*−/−*^ mutant colons to that of published colon transcript profiles associated with human UC^32^. The extent of overlap (percentage overlap, Fisher’s exact test *p* values) between genes upregulated in active UC and genes upregulated in the B6 and *Irf1*^*−/−*^ datasets indicated that the *Irf1*^*−/−*^ dataset had a greater and more significant overlap (28%) than the B6 datasets (22% overlap) (Fig. 6A). In comparison, the overlap between genes upregulated in UC patients undergoing remission was ~10% with the B6 dataset and 7% in *Irf1*^*−/−*^ (Fig. 6B), suggesting a stronger wound healing response in B6 controls. These results suggest a more severe and pathological inflammation in the colon of *Irf1*^*−/−*^ mutants than in B6 controls that more closely resembles transcriptional changes seen in human UC and that alterations in human *IRF1* expression may be associated with IBD in humans.

**Figure 6:**
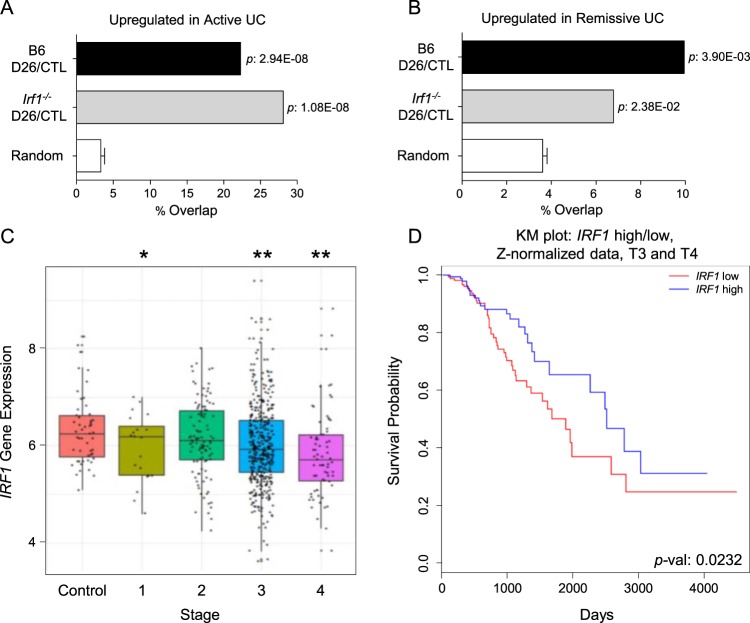
Association of Human *IRF1* with Ulcerative Colitis and Colorectal Cancer. Overlap between mouse RNAseq datasets for genes upregulated in response to AOM/DSS (at D26) for each genotype (B6, *Irf1*^*−/−*^; FC >1.5, FDR < 0.01) and genes upregulated in microarray datasets from active Human UC (**A**) or UC in remission (**B**) (FC >2, FDR <0.5). Fisher’s exact test was used to compute the significance of these overlaps compared to a randomly generated set of genes, with p-values indicated. (**C**) Analysis of TCGA database for *IRF1* mRNA expression in human CRC samples obtained at different stages of the disease. (**D**) Kaplan-Meier survival curve of Stage T3 and T4 patients with high or low *IRF1* gene expression level. Patients were classified by their relative expression of *IRF1* compared to the mean *IRF1* expression level of all Stage T3 and T4 CRC patients.

Furthermore, exploration of TCGA database for *IRF1* expression in human colorectal cancer patients revealed a statistically significant reduction of *IRF1* in tumors of Stages 1, 3, and 4 of colorectal cancer patients (Fig. 6C). Kaplan Meier survival curve analyses of T3 and T4 stage colorectal cancer tumors (Fig. 6D) with lower *IRF1* expression indicated a shorter survival of these patients, suggesting that decreased *IRF1* expression is a feature of human colorectal cancer progression.

Together, the observed CA-CRC hyper-susceptibility phenotype of *Irf1*^*−/−*^ mutant mice, the combined immunological and transcriptomic analysis of this phenotype, and the intersection noted with human IBD and human colorectal cancer datasets provide evidence for a strong role of *IRF1* in the development of pathological inflammation in IBD and its progression to colorectal cancer.

## Discussion

IRF1 plays a critical role in the ontogeny and function of the myeloid and lymphoid compartments of the immune system, in activation of intrinsic anti-microbial defenses and production of inflammatory cytokines activating early immune response by myeloid cells, resulting in primary defects in myeloid and lymphoid cell maturation and secondary defects in activation of T cell-specific immune responses upon its loss^40–43^. This causes susceptibility to bacterial and viral infections^44,45^. Likewise, IRF1 plays a critical role in activation of inflammatory response in mouse models of microbial^46^ or sterile inflammation^47^. Finally, human *IRF1* maps to the *IBD5* locus associated with susceptibility to IBD in GWAS^48^.

We therefore used *Irf1*^*−/−*^ mutant mice to study a possible cause to effect relationship between intestinal inflammation and susceptibility to colorectal cancer. We determined that *Irf1*^*−/−*^ mutants were extremely susceptible to CA-CRC, with greater tumor burden and mortality than A/J susceptible controls^19^. On the other hand, *Irf1*^*−/−*^ mutants were no more susceptible than B6 controls to AOM carcinogenesis alone, or to chronic exposure to DSS alone. These results differ from those published by Mannick *et al*.^16^ who observed that using a more aggressive DSS treatment protocol, *Irf1* mutant mice show increased inflammation and colonic crypt distortion compared to controls. So, while in our experimental model of CA-CRC, the milder DSS alone treatment did not reveal a differential colitic response in mutant mice, under prolonged conditions, *Irf1* mutant mice can show signs of increased susceptibility to DSS-induced colitis. Our work and that of Mannick *et al*.^16^ show that DSS alone cannot induce adenocarcinomas or at least not to the extent seen in our AOM/DSS model of CA-CRC. These results suggest that the combination of both carcinogenic and inflammatory insults were required for the cancer susceptibility phenotype of *Irf1*^*−/−*^ mutants.

Studies by RNA-seq identified differential transcriptional changes in B6 vs. *Irf1*^*−/−*^ colons following AOM/DSS revealing a much more robust and distinct inflammatory response in treated *Irf1*^*−/−*^ mutants (sustained infiltration of inflammatory leukocytes) compared to controls (more prominent antigen presentation). Likewise, FACS immunoprofiling of AOM/DSS-treated B6 and *Irf1*^*−/−*^ colons revealed a striking infiltration of myeloid cells (neutrophils, inflammatory monocytes) in *Irf1*^*−/−*^ mice compared to B6 mice. Importantly, studies in bone marrow chimeras established that hematopoietic cells are the main driver of CA-CRC development in *Irf1*^*−/−*^ mutants, as *Irf1*^*−/−*^ BM can transfer CA-CRC susceptibility to control B6, while B6 BM can protect *Irf1*^*−/−*^ mutants against CA-CRC.

Other prominent transcriptional responses were associated with the differentiation and maturation of epithelial cells that may reflect a more curative response in B6. GSEA analysis also identified a stronger intestinal stem cell signature in *Irf1*^*−/−*^ mutants, which may correspond to early signs of persistent proliferation of intestinal epithelial cells.

Together, these findings suggest the following mechanistic model for differential pathogenesis of CA-CRC and ultimate susceptibility of the *Irf1*^*−/−*^ mutant. In this model, dysregulation of Irf1 causes a defect in myeloid and lymphoid cell lineages. Such deficiencies in the number and function of DCs, CD8+ T cells, and NK cells have been described for *Irf1*^*−/−*^ mice^43^. Furthermore, our RNA-seq studies show that loss of Irf1 causes basal alterations in colonic immune and epithelial transcriptional programs (Fig. 2), which may promote a “tumor-permissive” microenvironment. Indeed, in this model, insult to the colonic mucosa during AOM/DSS treatment causes loss of epithelial integrity and exposure to luminal content of the intestine in both wildtype B6 and *Irf1*^*−/−*^ mice, but with distinct responses in each strain. In B6 mice, the initial response would involve local DC and macrophage-driven priming of a T cell-mediated pro-inflammatory response, whereas in *Irf1*^*−/−*^ mutants, deficiencies of the antigen-presenting cell compartment are concomitant to a compensatory response with massive infiltration of neutrophils, inflammatory monocytes, mast cells, and lymphoid cells.

Furthermore, disruption of intestinal barrier function can expose immune cells in the lamina propria to enteric bacteria, further enhancing neutrophil accumulation and inflammation. This is supported by RNA-seq data showing enrichment for antigen presentation uniquely in B6 mice, whereas *Irf1*^*−/−*^ mutants show enrichment for active leukocyte migration and inflammation. 

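In Irf1-/- mutants, Sirpa rose from 39.5 ± 0.748 to 64.3 ± 1.40 CPM at D26 (SD, n = 3 mice each), a log2 FC of 0.70 (standard error 0.06, adjusted p = 0.00407 from edgeR's quasi-likelihood test), and Cd68 from 7.46 ± 0.812 to 12.4 ± 0.908 (0.73, 0.13, 0.0322). The pattern recognition receptors rose too. Clec7a, which encodes Dectin-1, went from 5.73 ± 1.25 to 11.1 ± 1.97 (log2 FC 0.95, adjusted p = 0.0449) and Clec4n, which encodes Dectin-2, from 4.71 ± 1.13 to 11.0 ± 0.381 (1.23, 0.0175). Tyrobp, which encodes the adaptor Dap12, went from 7.24 ± 1.11 to 13.3 ± 0.460 CPM. Of these genes, Sirpa alone passed the threshold over all genes, and it did so in 2 of the 6 fits that left out a mouse. Its log2 FC was 0.687 to 0.714 over these fits.
Against control set 1, the log2 FC in B6 mice were 0.39 for Sirpa, 0.33 for Cd68, 0.01 for Clec7a, 0.69 for Clec4n and 0.34 for Tyrobp (adjusted p = 0.101, 0.309, 0.984, 0.162 and 0.264 from edgeR's quasi-likelihood test). The difference between the responses was largest in Clec7a, at 0.95 (standard error 0.32, adjusted p = 0.179). For Tyrobp, Sirpa, Cd68 and Clec4n it had adjusted p of 0.283, 0.326, 0.439 and 0.492. With control set 2 as the untreated B6 mice, the log2 FC in B6 mice were 0.62 for Sirpa, 0.57 for Cd68, 0.88 for Clec7a and 0.89 for Tyrobp, and the differences between the responses were 0.09, 0.17, 0.08 and 0 (adjusted p = 0.829, 0.743, 0.959 and 0.999). The libraries of treated mutants and treated B6 mice overlapped for all 5 genes.

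**Figure D6:**
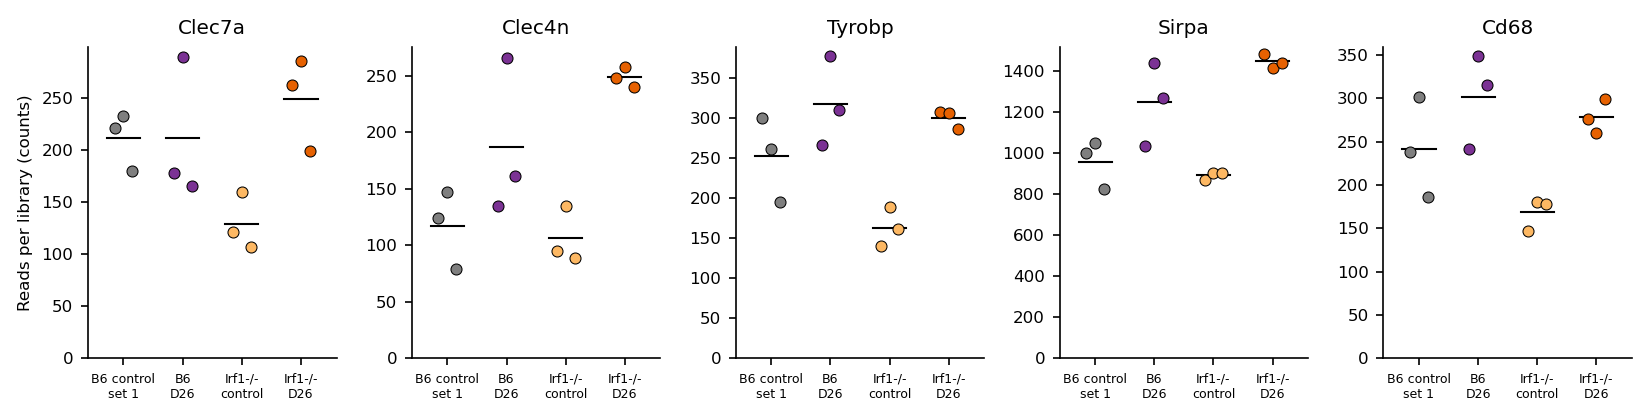
Reads per library, as counts, of Clec7a, Clec4n, Tyrobp, Sirpa and Cd68 in untreated (control set 1) and treated B6 mice and untreated and treated Irf1-/- mutants. Points are mice and bars are group means, with Sirpa at 872 to 903 reads in untreated mutants, 1416 to 1486 in treated mutants and 1034 to 1443 in treated B6 mice.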

Though *Irf1*^*−/−*^ mice fail to display upregulation of antigen presentation programs, dendritic cell C-type lectin pattern recognition receptors (*Dectin-1, Dectin-2, Dap12)* and phagocytotic markers (*Sirpa, Cd68)* are increased, indicative of active pathogen detection. Furthermore, infiltration of pro-inflammatory cells in *Irf1*^*−/−*^ colons is readily detectable by FACS analysis (Fig. 5) and by RNA-seq (Fig. 3). 

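Between treated Irf1-/- and treated B6 colons, 9 of 12483 genes were higher and 39 lower in mutants, and 2748 had an unadjusted p under 0.05. The exact test of edgeR gave 125 higher and 142 lower genes, and the replicate number as a block 1 and 6. With each mouse left out in turn, there were 1 to 8 higher and 16 to 45 lower genes. After the GC correction, 3 were higher and 41 lower, and 35 of the 48 genes passed with and without it. Treated B6 libraries differ from all others in their relation to GC content. The largest increases in mutants were in the metallothionein genes Mt2 (15.5 ± 4.80 and 52.7 ± 8.18 CPM in B6 mice and mutants, SD, n = 3 mice each, log2 FC 1.77, adjusted p = 0.00569 from edgeR's quasi-likelihood test) and Mt1 (50.9 ± 7.14 and 121 ± 13.5, 1.24, 0.00257), then OTTMUSG00000016609 (1.10, 0.00785), Wdfy1 (1.05, 0.00209) and Plau (0.99, 0.00856). The largest decreases were in Gm14446 (log2 FC -3.45, adjusted p = 0.000594), Gbp2 (-3.29, 0.00355), Ddx60 (-3.11, 0.00735), Btnl6 (-3.09, 1.62e-06) and Upp1 (-2.94, 0.00112). Gm14446, Gbp2 and Btnl6 have near-identical relatives, so their counts are uncertain. Btnl6 and Gm14446 passed in all 6 fits that each left out a mouse, Upp1 in 5, Wdfy1 in 4 and Mt1 in 3. Mt2, Gbp2 and OTTMUSG00000016609 passed in 2 of these fits, Ddx60 in 1 and Plau in 0. Over these fits, log2 FC were -3.587 to -2.77 for Ddx60 and 0.878 to 1.086 for Plau.
Mcpt1 and Mcpt2 were tested in Irf1-/- mutants and not analysed here in B6 mice. Mcpt1 had 51, 123 and 79 reads in untreated and 805, 342 and 310 in treated mutants, or 3.74 ± 1.62 and 21.5 ± 12.2 CPM (SD, n = 3 mice each), a log2 FC of 2.53 (standard error 0.42, adjusted p = 0.0273 from edgeR's quasi-likelihood test). Mcpt2 had 29, 51 and 27 reads in untreated and 405, 122 and 153 in treated mutants (log2 FC 2.66, standard error 0.49, adjusted p = 0.0342). Both have near-identical relatives, so their counts are uncertain. The mast cell list, of which 3 genes were tested, had a median log2 FC of 2.45 (adjusted p = 0.0012, limma's camera, and 0.175 with the estimated correlation).

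**Figure D7:**
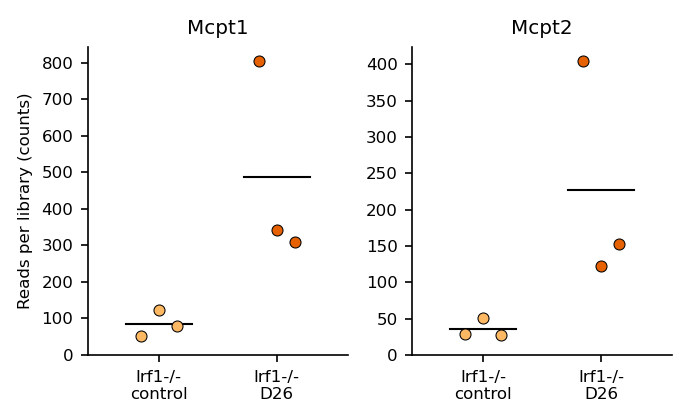
Reads per library, as counts, of Mcpt1 and Mcpt2 in untreated and treated Irf1-/- mutants. Points are mice and bars are group means, with Mcpt1 at 51 to 123 reads in untreated and 310 to 805 in treated mutants.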

Finally, the most highly differentially expressed genes post-treatment in *Irf1*^*−/−*^ mutants compared to B6 controls are mast cell proteases, *Mcpt1* and *Mcpt2* (Fig. 5C), which have been shown to recruit Gr1^+^ Cd11b^+^ cells in response to intestinal dysbiosis and promote their tumor-promoting capabilities in CA-CRC^49^. This sustained local leukocyte infiltration results in tissue damage and genotoxic conditions within the colonic microenvironment that increases susceptibility to AOM/DSS-induced carcinogenesis. Indeed, this is seen already at D26 by the sustained intestinal proliferation and increased intestinal stem cell populations in *Irf1*^*−/−*^ mice after treatment compared to controls (Fig. 4).

In humans, we propose that reduced expression or partial deficiency in IRF1 may predispose to IBD and subsequent progression to colorectal cancer in those individuals based on several lines of evidence. Firstly, human *IRF1* maps within the *IBD5* locus associated with susceptibility to IBD in humans^10^. We have recently developed a genome-wide annotation tool, the myeloid inflammation score (MIS) based on cistrome analysis of pro-inflammatory transcription factors and IFN-γ–induced transcriptomes in myeloid cells, to prioritize positional candidates at complex inflammatory disease loci^48,50,51^. Analysis of the 20 genes of the *IBD5* locus shows that *IRF1* has the highest score (MIS ~ 15). These, together with our observation that *Irf1* deficiency in untreated mice causes widespread transcriptional alterations of colonic immune and epithelial pathways provides compelling evidence that *IRF1* is the “morbid” gene at the IBD susceptibility locus *IBD5*.

Secondly, examination of the transcriptional response of *Irf1*^*−/−*^ mutants shows more extensive overlap with genes dysregulated in active UC lesions than that of B6 controls, suggesting that, following tissue injury, *Irf1* deficiency causes a pathological state in mice that resembles chronic inflammation seen in UC patients (Fig. 6B). Thirdly, GSEA analysis of transcriptional response in *Irf1*^*−/−*^ mutants identifies a highly statistically significant intersection with a human colorectal cancer transcript signature which is absent in B6 controls (Fig. 3D), and this, at an experimental time point where no tumors are present. This suggests that, following AOM/DSS-induced tissue injury, *Irf1* deficiency in the colon causes a pathological state in mice that resembles that seen in colorectal cancer patients. Finally, we note reduced *IRF1* mRNA expression in tumors from stage 3 and 4 colorectal cancer (Fig. 6C) that is associated with poorer prognosis and reduced survival times for these patients (Fig. 6D). Taken together, our combined studies in mouse models and publicly available human UC and colorectal cancer datasets suggest a critical role of IRF1 in inflammatory conditions of the colon, including progression to colorectal cancer.

## Supplementary information

Supplementary Information

# Supplementary material for: Inactivation of Interferon Regulatory Factor 1 Causes Susceptibility to Colitis-Associated Colorectal Cancer
**Source:** Sci Rep. 2019 Dec 11;9:18897. doi: 10.1038/s41598-019-55378-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **INACTIVATION OF INTERFERON REGULATORY FACTOR 1 CAUSES SUSCEPTIBILITY TO COLITIS-ASSOCIATED COLORECTAL CANCER**

<sup>1</sup>Jeyakumar, Thiviya, <sup>1</sup>Fodil, Nassima, <sup>1</sup>Van Der Kraak, Lauren, <sup>1</sup>Meunier, Charles,  
<sup>8</sup>Cayrol, Romain, <sup>6,7</sup>McGregor, Kevin, <sup>1,2</sup>Langlais, David, <sup>2,4,6,7</sup>Greenwood, Celia  
M.T., <sup>1,3,4,5,9</sup>Beauchemin, Nicole and <sup>1,2,3,9</sup>Gros, Philippe

University, Montreal, QC, Canada

Canada.

Montreal, QC, Canada.

<sup>9</sup>Equal contribution of the last two senior authors.

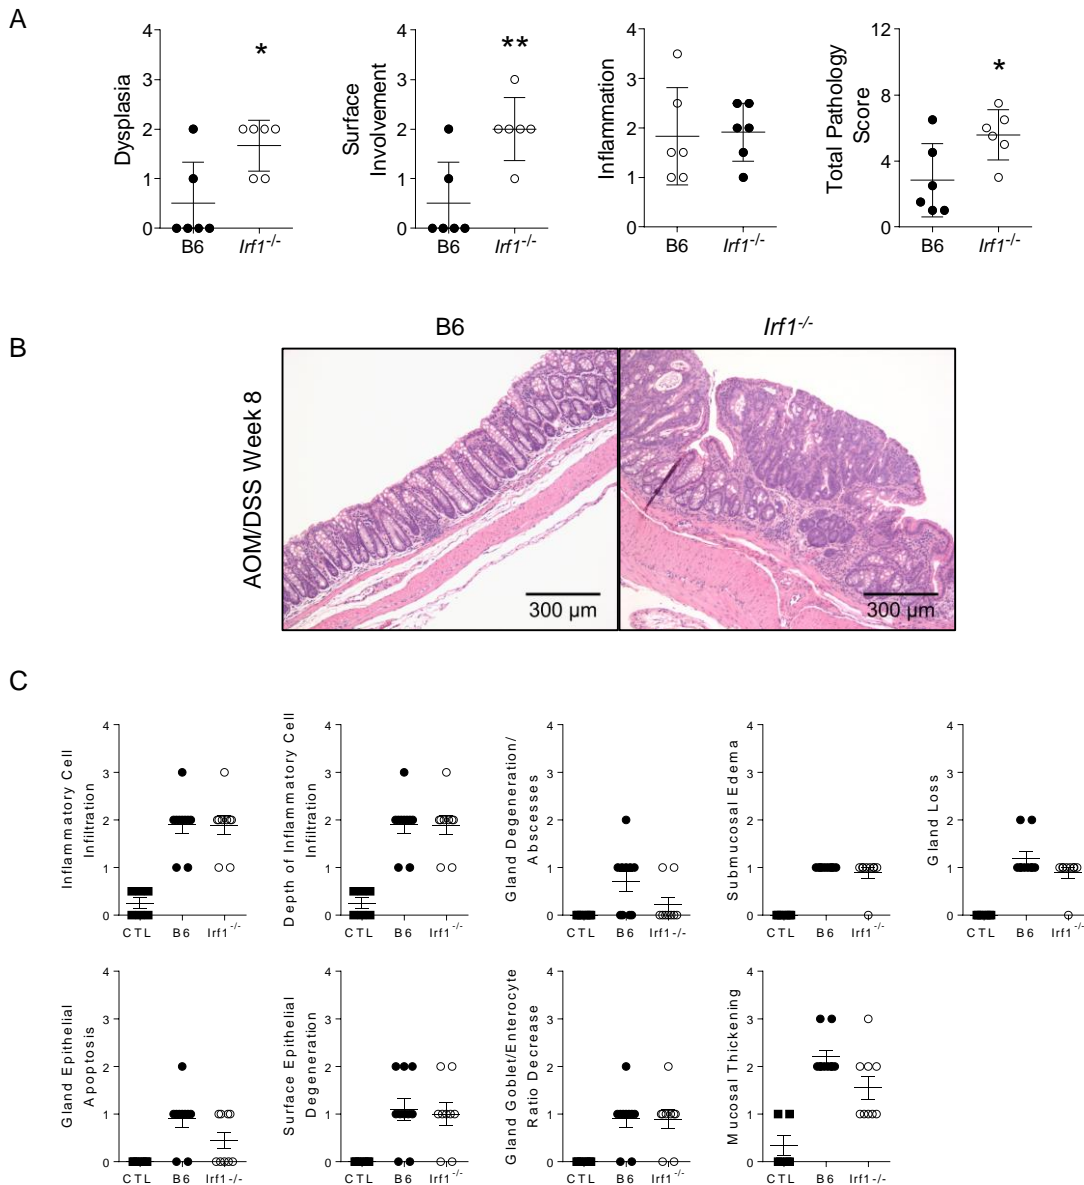

**Supplemental Figure 1. Pathological changes in colons of *Lrf1*<sup>-/-</sup> mice after AOM/DSS treatment.** Mice were injected i.p. with AOM (7 mg/kg) once followed by two cycles of 2% (w/v) DSS in drinking water (4 days each) and sacrificed 3 weeks after the final DSS treatment and colons were examined by histology. CA-CRC associated pathology was determined and quantified based on extent of dysplasia, colonic surface involvement and inflammation to establish a total pathological score (0-12) **(A)**, with representative H&E figures shown **(B)**. Chronic colitis was induced by treatment with three cycles of 2% (w/v) DSS in drinking water (4 days each). Mice were sacrificed 3 weeks after the final DSS treatment and colons were examined by histology. **(C)** Pathology scores (0-4) were determined for the following criteria: inflammatory cell infiltration, inflammatory cell depth, gland epithelial degeneration/abscesses, submucosal edema, gland loss, gland epithelial apoptosis, surface epithelial degeneration, gland goblet/enterocyte ratio decrease, and mucosal thickening, as described in Materials and Methods.

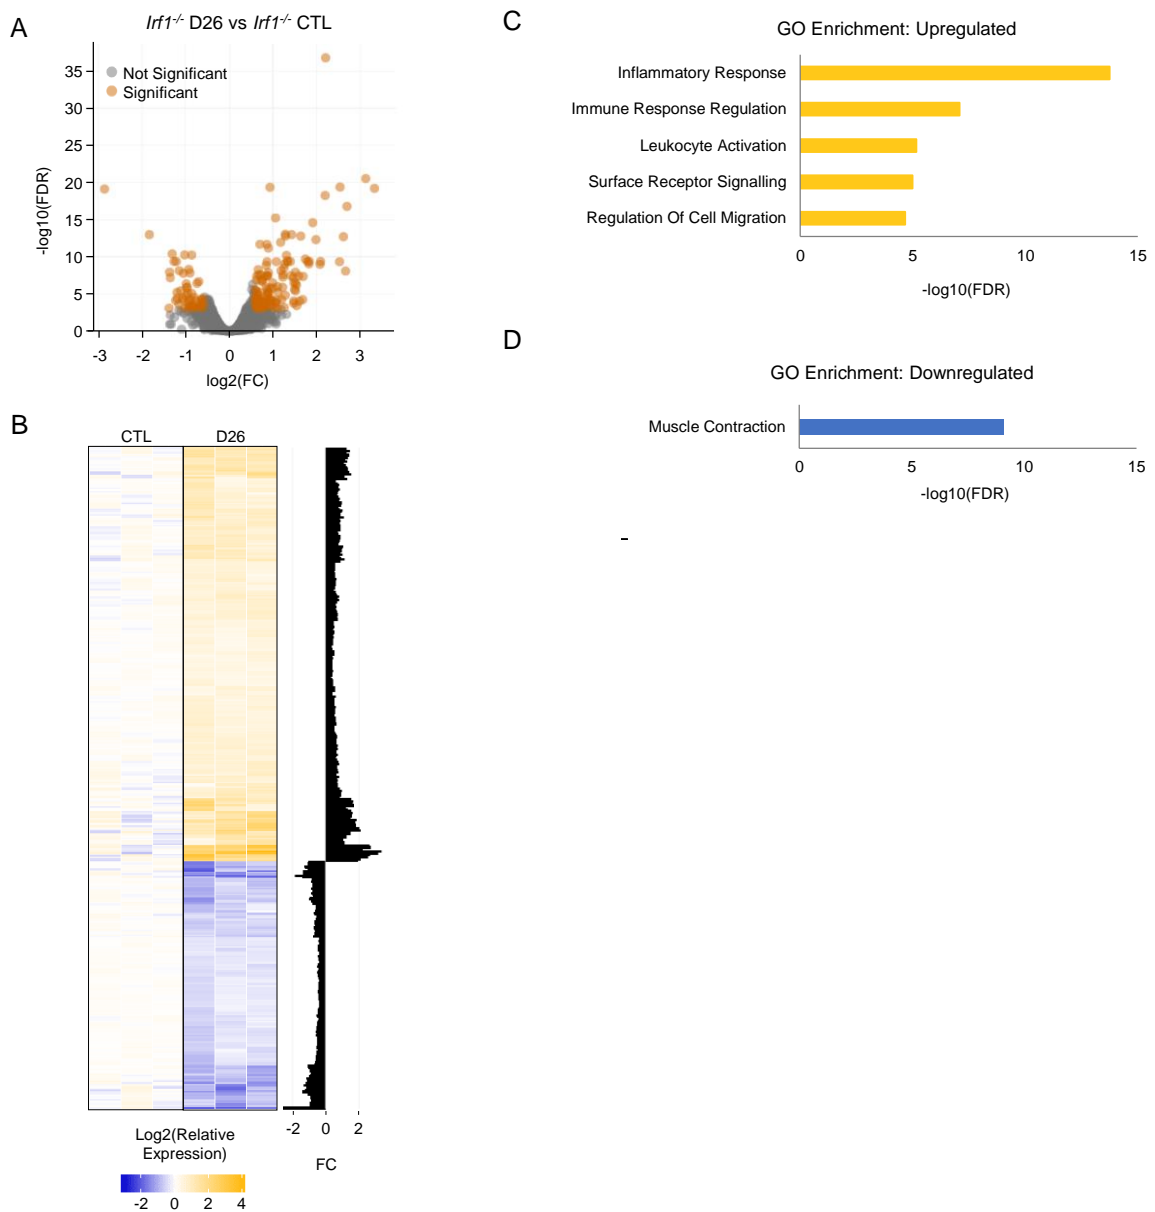

**Supplemental Figure 2. Transcriptional response in the colon of *Irf1*<sup>-/-</sup> mice following combined treatment with AOM/DSS.** RNA sequencing was performed on total RNA from the colons of control and treated (at day 26 post-treatment); Genes differentially expressed between control and treated *Irf1*<sup>-/-</sup> samples were identified, as described in legend to Fig 3. Significantly upregulated (FC  $\geq 1.5$ , FDR  $\leq 10^{-2}$ , n=188) and downregulated genes (FC  $\leq -1.5$ , FDR  $\leq 10^{-2}$ , n=76) are displayed by volcano plot (**A**) and heat map (**B**). Gene Ontology (GO) analysis for enrichment of specific GO terms in the group of upregulated (**C**) and downregulated (**D**) genes is shown.

**Supplementary Table 1.** Primers used for qPCR

| <b>Gene</b> | <b>Orientation</b> | <b>Sequence</b>          | <b>Species</b> |
|-------------|--------------------|--------------------------|----------------|
| Dact2       | sense              | GCTGATGAGACCACTGTCCC     | mouse          |
| Dact2       | antisense          | GGACTCTTTCGAGATCACCTGTAG | mouse          |
| Hprt (Ctl)  | sense              | TCAGTCAACGGGGGACATAAA    | mouse          |
| Hprt (Ctl)  | antisense          | GGGGCTGTACTGCTTAACCAG    | mouse          |
| Mcpt1       | sense              | GAGCTGGAGCTGAGGAGATTATTG | mouse          |
| Mcpt1       | antisense          | TCCTCAGAACCTCTGTCCGT     | mouse          |
| Mcpt2       | sense              | ATAGGACAAGGAGATTCTGGGG   | mouse          |
| Mcpt2       | antisense          | TCCAGGGCAGGTAATAGGAG     | mouse          |
| Usf1        | sense              | CCACCCTTATTCCCCGAAGT     | mouse          |
| Usf1        | antisense          | GTTGTTGATCTTGTCCCGGC     | mouse          |

How the deposited data were processed for this re-analysis (not part of the article)

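RNA-seq of 15 mouse colons was used, 3 mice in each of 5 groups. The authors deposited read counts per gene, without normalization, from 50 bp pairs of rRNA-depleted stranded libraries, analysed with public tools that the paper cites by number. The paper's text does not name the aligner, the counting tool or the genome build. Genes under 5 CPM in at least 3 libraries had been left out by the authors, and the lowest third-highest CPM of a gene was 5.03, 5.02 and 5.01 in the 3 tables. The log2 fold changes deposited by the authors, of the second group of a table over the first, and the p-values and adjusted p-values deposited by the authors, from a tagwise-dispersion test by their column names, were used only to count the genes they call. The deposited adjusted p-values equal the Benjamini-Hochberg adjustment of the deposited p-values. The 36 columns of the authors' CPM were not used here.

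Totals per library differed by a factor of 1.027 at most, and the paper's text does not say whether reads were drawn to an equal number. The Irf1-/- untreated libraries are in 2 tables with identical counts and were used once per comparison. Comparisons were untreated Irf1-/- against control set 2, treated against untreated B6 (control set 1), treated against untreated Irf1-/-, the difference between these responses, treated Irf1-/- against treated B6, and control set 2 against set 1. Genes in all tables of a comparison were tested: 12483 for the difference and 12417 between the control sets. Counts were scaled with TMM in edgeR 4.0.16 (R 4.3.3) and fitted with its quasi-likelihood model. The threshold was an FC of at least 1.5 with an adjusted p under 0.01. Errors beside log2 FC are standard errors and those beside CPM are SD of 3 mice.

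Hand-written gene lists (15, those with at least 3 tested genes) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, an inter-gene correlation of 0.01 and a limit of 0.05 on the adjusted p. Genes named were those the paper names, the 4 called genes with the largest log2 FC in each direction whose libraries did not overlap (5 for the difference and for the treated genotypes), and up to 4 list members with the smallest p. Genes between the control sets were named after their values were seen. Named genes of the paper were followed through the alternatives at steady state and between treated genotypes for Irf1, Usf1 and Dact2 only, and counts of shared downregulated genes were not followed.

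Alternatives were RLE size factors, the Wald test of DESeq2 1.42.0, edgeR's exact test, limma voom, all 15 libraries in 1 fit, the replicate number as a block, each mouse left out, an adjusted p under 0.05, the other or both B6 control sets, and camera with the correlation estimated from the data. A filter of 10 CPM, log2 Xist as a covariate, a correction of each library by a lowess curve on GC content (span 0.3), and the block with this correction were added after seeing the data. GC content and transcript length came from GENCODE M21, and positions of neighbours of Irf1 from RefSeq. Random lists were drawn 10000 times among 50 matched neighbours of each gene. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

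On simulated data of the same size with 200 changed genes among 12692, the quasi-likelihood test recovered 193 with 10 false calls. These false calls exceed the share that the limit on the adjusted p allows on average. The planted changes were large, with median log2 FC of 0.97 and -2.01. The exact test recovered 198 there, but in the B6 response it called 245 genes higher against 4. The simulation does not reproduce this gap, so it cannot show how sensitive the quasi-likelihood test is on these data. With a slope on GC content added to simulated libraries of 11607 genes, 178 of them changed, there were 37 false calls without and 2 with the GC correction. The ChIP target lists, GO annotation, the published stem cell signature, and human tumor data were not analysed here.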

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

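The tests of the control set for Akap5 and Lrrc17, of library size between the control sets, and of other splits of the libraries were chosen only after the results were seen, as were the GC corrections, which followed from the relation of the B6 response to GC content.

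Akap5 and Lrrc17 differed between the responses to AOM/DSS, by 1.83 and 1.60 on the log2 scale (adjusted p = 0.000675 and 0.00611, edgeR's quasi-likelihood test). Akap5 passed in 12 and Lrrc17 in 3 of the 12 fits that each left out a mouse. With control set 2 as the untreated B6 mice, 0 genes passed the threshold, and 1854 had an unadjusted p under 0.05. Between the untreated sets themselves, log2 FC of set 2 over set 1 were -1.63 for Akap5 and -1.33 for Lrrc17 (adjusted p = 0.000446 and 0.00223). A candidate explanation is therefore a property of control set 1 rather than the genotype. Of 32 relabellings that part all same-numbered pairs, 2 gave at least as many genes, the real labels included, and the other of them gave 520 genes because it tests the sum of the responses.

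The antigen presentation list rose less in Irf1-/- mutants than in B6 mice (adjusted p = 1.56e-06, limma's camera, median difference -0.44, 1 of 23 genes positive). The adjusted p was 4.3e-09 with control set 2, 4.87e-06 with log2 Xist as a covariate and 1.01e-05 after the GC correction. Of 10000 random lists matched on expression and GC content, or on expression and transcript length, a share of 0.0001 lay as far in each case, the smallest share these draws can give. Over all alternatives the adjusted p ranged from 2.19e-12 to 0.956, the highest with the inter-gene correlation estimated from the data. Several H2 genes are near-identical, and reads shared between them were not tested. Psmb10, which is not an H2 gene, had a difference of -0.58 (adjusted p = 0.107, edgeR's quasi-likelihood test). A weaker antigen presentation response without Irf1 may thus be put forward as a hypothesis only. The list passes with the preset inter-gene correlation and not with the estimated one.

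The zinc finger protein list differed between the responses (adjusted p = 9.91e-08, limma's camera, median difference 0.16, 188 of 262 genes positive), having fallen in treated B6 mice. The adjusted p of the difference was 1.93e-08 with control set 2, 1.94e-07 with the Xist covariate and 3.12e-05 after the GC correction, and that of the fall in B6 mice was 5.38e-08 after that correction. Shares of 0.0001 of random lists matched on GC content and 0.0001 of those matched on transcript length fell as far in B6 mice. Its median in B6 mice was -0.20 before and -0.11 after the GC correction. GC content thus may account for part of the fall, and the library preparation of the treated B6 mice cannot be told apart from their treatment. Over all alternatives the adjusted p of the difference ranged from 6.66e-10 to 0.19.

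The ribosomal protein list was lower in the difference between the responses (adjusted p = 0.0033, limma's camera, median difference -0.08, 21 of 77 genes positive). All of the lists matched on transcript length and expression lay as far (share 1.0). Their median was -0.262 against -0.079 for the ribosomal list, so matched genes fell further than the ribosomal ones. The short transcripts of these genes are thus a candidate explanation of the direction. By themselves they would give a larger fall than the one seen. Of lists matched on GC content a share of 0.0309 lay as far. The adjusted p was 3.33e-09 with control set 2, 0.00795 with the Xist covariate and 0.0233 after the GC correction, with a range over all alternatives from 3.33e-09 to 0.956.

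The 2 sets of untreated B6 mice, which the paper does not compare, differed in 8 genes (3 higher and 5 lower in set 2, with 2134 at an unadjusted p under 0.05). These were Igj (-1.39), Akap5, Lrrc17, Gm20594 (-1.24) and Per3 (-1.27), which were lower, and Cpm (1.06), Hspa1a (1.24) and Hspa1b (1.23), which were higher, all named here after their values were seen. Hspa1a and Hspa1b are near-identical, so their counts are uncertain. Of 4 splits that part all same-numbered pairs, 1 gave as many genes, the real one, and 4 splits cannot give a share under 0.25. The other 3 gave 0 genes, as did the 6 splits that part 1 such pair.

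Between these sets, leukocyte genes were lower in set 2 (adjusted p = 1.62e-06, limma's camera, 1 of 32 positive), as were B cell and plasma cell genes (0.00119, 0 of 5), complement genes (0.0202, 2 of 14) and ribosomal protein genes (0.00075, 10 of 77), while proliferation genes were higher (3.59e-12, 29 of 30). For the proliferation list, shares of 0.0001 and 0.0001 of lists matched on GC content and transcript length lay as far, the adjusted p after the GC correction was 3.45e-11, and the median totals of the sets had a ratio of 0.992. The labels name 0 batches, so a difference between batches of libraries or mice cannot be told apart from one between the sets. Over all alternatives the adjusted p ranged from 3.55e-12 to 0.661 for leukocyte, 8.13e-06 to 0.481 for B cell, 0.00016 to 0.661 for complement, 4.66e-18 to 0.481 for proliferation and 1.72e-06 to 0.767 for ribosomal protein genes. No biological explanation was tested, as both sets are untreated B6 mice.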

How the results depend on the processing

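The filter of 10 CPM, the Xist covariate, the GC correction and the block with GC correction were chosen after seeing the data, all other alternatives before the data were examined. Filters at 1 CPM or with none were not run, since all tested genes had at least 5 CPM in 3 libraries. RLE size factors in place of TMM left each count of genes within 1.5 times and each list on its side of its limit. Below, counts are given where they moved by more than 1.5 times, adjusted p of the lists named in the text (limma's camera) where they crossed 0.05 or the direction reversed, and log2 FC of single genes where they reversed. Of 1789 values of named genes under alternatives other than leaving out a mouse, 1538 kept direction and side of the threshold, 88 were weaker, 140 stronger and 23 reversed. Of 1092 values with a mouse left out, these were 921, 138, 15 and 18. Of the 15 gene results that reversed, 0 had passed the threshold. The cause of the changes below was not tested.

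With DESeq2's Wald test, genes past the threshold numbered 31 higher and 76 lower at steady state, 227 higher and 214 lower in the B6 response, 152 higher and 69 lower in the Irf1-/- response, 49 higher and 26 lower in the difference between responses, 128 higher and 142 lower in treated Irf1-/- against B6 and 77 higher and 67 lower between control sets. Upregulated genes numbered 60 in both genotypes, 156 in B6 mice alone and 81 in mutants alone. With edgeR's exact test, genes past the threshold numbered 41 higher and 84 lower at steady state, 245 higher and 215 lower in the B6 response, 177 higher and 72 lower in the Irf1-/- response, 125 higher and 142 lower in treated Irf1-/- against B6 and 88 higher and 73 lower between control sets. Upregulated genes numbered 65 in both genotypes, 163 in B6 mice alone and 94 in mutants alone. With limma voom, genes past the threshold numbered 7 higher at steady state, 0 higher and 0 lower in the B6 response and 17 higher in the Irf1-/- response. Upregulated genes numbered 0 in both genotypes and 0 in B6 mice alone. Clec7a had a log2 FC of -0.034 in the B6 response. Cd44 had a log2 FC of 0.014 in the difference between responses. In the B6 response, 3742 genes had an unadjusted p under 0.05. With all 15 libraries in 1 fit, genes past the threshold numbered 4 higher at steady state, 113 higher and 184 lower in the B6 response, 1 lower in the difference between responses, 127 higher and 113 lower in treated Irf1-/- against B6 and 3 lower between control sets. Upregulated genes numbered 10 in both genotypes, 103 in B6 mice alone and 11 in mutants alone. Leukocyte and inflammatory response lists had adjusted p of 0.862 (reversed) and 0.059 in treated Irf1-/- against B6. Ribosomal protein genes as a list had an adjusted p of 0.0936 in the Irf1-/- response. With an adjusted p under 0.05, genes past the threshold numbered 24 higher and 69 lower at steady state, 222 higher and 208 lower in the B6 response, 124 higher and 45 lower in the Irf1-/- response, 3 lower in the difference between responses, 78 higher and 106 lower in treated Irf1-/- against B6 and 17 higher and 34 lower between control sets. Upregulated genes numbered 46 in both genotypes, 161 in B6 mice alone and 68 in mutants alone.

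With the other B6 control set, genes past the threshold numbered 41 higher and 96 lower at steady state, 22 higher and 49 lower in the B6 response and 0 higher in the difference between responses. Upregulated genes numbered 5 in both genotypes, 17 in B6 mice alone and 13 in mutants alone. Leukocyte, B cell and plasma cell and proliferation lists had adjusted p of 0.0122 (reversed), 0.71 (reversed) and 3.83e-06 (reversed) at steady state. Epithelial repair, ribosomal protein and proliferation lists had adjusted p of 0.117, 0.000214 and 0.00285 (reversed) in the B6 response. Innate response, leukocyte, intestinal stem cell and proliferation lists had adjusted p of 0.0164, 0.0135 (reversed), 0.896 (reversed) and 0.00664 (reversed) in the difference between responses. Ptprc had a log2 FC of 0.43 in the B6 response. C3, Lgr5, Cd44 and Cd4 had log2 FC of -0.16, 0.15, 0.16 and -0.044 in the difference between responses. In the difference, 1854 genes had an unadjusted p under 0.05. With both B6 control sets, genes past the threshold numbered 99 higher and 143 lower in the B6 response and 0 higher in the difference between responses. Upregulated genes numbered 5 in both genotypes, 92 in B6 mice alone and 13 in mutants alone. Proliferation, leukocyte and B cell and plasma cell lists had adjusted p of 0.578 (reversed), 0.899 and 0.198 at steady state. Ribosomal protein and proliferation lists had adjusted p of 0.00397 and 0.547 (reversed) in the B6 response. Innate response, leukocyte and proliferation lists had adjusted p of 0.0386, 0.853 (reversed) and 0.747 (reversed) in the difference between responses. Ptprc had a log2 FC of 0.16 in the B6 response. C3, Lgr5 and Cd44 had log2 FC of -0.028, 0.051 and 0.062 in the difference between responses. In the difference, 1870 genes had an unadjusted p under 0.05. With the replicate number as a block, genes past the threshold numbered 40 higher in the Irf1-/- response, 1 higher and 6 lower in treated Irf1-/- against B6 and 5 higher and 8 lower between control sets. Upregulated genes numbered 3 in both genotypes, 0 in B6 mice alone and 33 in mutants alone. Leukocyte genes as a list had an adjusted p of 0.029 in the difference between responses. Clec7a had a log2 FC of -0.027 in the B6 response. Same-numbered libraries had a mean r of 0.02 at steady state, 0.08 in the Irf1-/- response, -0.03 in the difference, -0.06 in treated mutants against B6 and -0.005 between control sets.

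With a filter of 10 CPM, genes past the threshold numbered 14 higher and 15 lower in the B6 response and 12 higher and 1 lower in the Irf1-/- response. Upregulated genes numbered 12 in B6 mice alone and 8 in mutants alone. Leukocyte genes as a list had an adjusted p of 0.0467 in the difference between responses. With log2 Xist as a covariate, genes past the threshold numbered 0 higher and 0 lower in the B6 response and 15 higher and 0 lower in the Irf1-/- response. Upregulated genes numbered 0 in both genotypes and 0 in B6 mice alone. Proliferation and ribosomal protein lists had adjusted p of 0.0042 and 0.143 in the Irf1-/- response. Leukocyte genes as a list had an adjusted p of 0.0439 in the difference between responses. Complement genes as a list had an adjusted p of 0.0981 in the B6 response. Complement and ribosomal protein lists had adjusted p of 0.139 and 0.0981 between control sets. Clec7a had a log2 FC of -0.34 in the B6 response. Dact2 had a log2 FC of 0.003 in the Irf1-/- response. Cd44 had a log2 FC of 0.032 in the difference between responses. In the B6 and Irf1-/- responses, 2829 and 2238 genes had an unadjusted p under 0.05. With the GC correction of each library, genes past the threshold numbered 0 higher and 0 lower in the B6 response and 3 higher in treated Irf1-/- against B6. Upregulated genes numbered 0 in both genotypes and 0 in B6 mice alone. Innate response, leukocyte, inflammatory response and proliferation lists had adjusted p of 0.0163, 0.0163, 0.967 (reversed) and 0.0424 in the difference between responses. Proliferation genes as a list had an adjusted p of 0.0336 in the B6 response. B cell and plasma cell and complement lists had adjusted p of 0.0832 and 0.0504 between control sets. Epcam, Ptprc and Hprt had log2 FC of -0.07, 0.13 and 0.20 in the B6 response. Hprt had a log2 FC of -0.076 in the difference between responses. In the B6 response, 2056 genes had an unadjusted p under 0.05. With the block and GC correction together, genes past the threshold numbered 2 higher and 0 lower in the B6 response, 42 higher in the Irf1-/- response, 1 higher and 3 lower in treated Irf1-/- against B6 and 1 lower between control sets. Upregulated genes numbered 2 in both genotypes, 0 in B6 mice alone and 36 in mutants alone. Innate response, leukocyte and proliferation lists had adjusted p of 0.00861, 0.00893 and 0.0492 in the difference between responses. Proliferation genes as a list had an adjusted p of 0.0394 in the B6 response. Epcam, Ptprc and Hprt had log2 FC of -0.071, 0.18 and 0.20 in the B6 response. Hprt had a log2 FC of -0.077 in the difference between responses. In the B6 response, 1812 genes had an unadjusted p under 0.05. With the inter-gene correlation estimated from the data, antigen presentation, innate response, leukocyte, B cell and plasma cell and proliferation lists had adjusted p of 0.335, 0.335, 0.563, 0.335 and 0.516 at steady state. Antigen presentation, innate response, epithelial repair, zinc finger protein, leukocyte and complement lists had adjusted p of 0.778, 0.778, 0.681, 0.436, 0.821 and 0.813 in the B6 response. Leukocyte, innate response, complement, epithelial repair, mast cell and ribosomal protein lists had adjusted p of 0.132, 0.645, 0.118, 0.132, 0.175 and 0.814 in the Irf1-/- response. Antigen presentation, ribosomal protein and zinc finger protein lists had adjusted p of 0.956, 0.956 and 0.19 in the difference between responses. Antigen presentation, innate response, inflammatory response, ribosomal protein and zinc finger protein lists had adjusted p of 0.388, 0.406, 0.388, 0.901 and 0.388 in treated Irf1-/- against B6. Leukocyte, B cell and plasma cell, complement, proliferation and ribosomal protein lists had adjusted p of 0.661, 0.481, 0.661, 0.481 and 0.767 between control sets. With specific genes held to an unadjusted p of at least 0.05 in the other genotype, upregulated genes numbered 8 in mutants alone.

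With each mouse left out in turn, genes past the threshold numbered 3 to 19 higher and 20 to 45 lower at steady state, 0 to 111 higher and 0 to 41 lower in the B6 response, 0 to 50 higher and 0 to 11 lower in the Irf1-/- response, 1 to 9 higher in the difference between responses, 1 to 8 higher and 16 to 45 lower in treated Irf1-/- against B6 and 1 to 41 higher and 2 to 12 lower between control sets. Upregulated genes numbered 0 to 4 in both genotypes, 0 to 101 in B6 mice alone and 0 to 44 in mutants alone. Ribosomal protein, proliferation and leukocyte lists had adjusted p of 0.00246 to 0.601, 1.31e-05 to 0.855 and 6.57e-08 to 0.0789 in the B6 response. Smooth muscle contraction, intestinal stem cell, proliferation, antigen presentation and ribosomal protein lists had adjusted p of 0.00584 to 0.644, 0.341 to 0.919, 0.0035 to 0.981, 0.00359 to 0.703 and 0.00143 to 0.142 in the Irf1-/- response. Innate response, leukocyte, inflammatory response, intestinal stem cell, proliferation and ribosomal protein lists had adjusted p of 0.000258 to 0.892, 4.34e-06 to 0.706, 0.599 to 0.98, 0.555 to 0.993, 6.41e-05 to 0.892 and 1.69e-06 to 0.772 in the difference between responses. Leukocyte and inflammatory response lists had adjusted p of 0.0344 to 0.97 and 0.0112 to 0.099 in treated Irf1-/- against B6. Leukocyte and proliferation lists had adjusted p of 3.99e-11 to 0.0703 and 2.28e-09 to 0.0594 at steady state. Complement and ribosomal protein lists had adjusted p of 0.00016 to 0.272 and 1.72e-06 to 0.575 between control sets. Mki67, Epcam, Ptprc and Clec7a had log2 FC of -0.64 to 0.07, -0.013 to 0.073, -0.29 to 0.27 and -0.30 to 0.16 in the B6 response. Dact2, Mki67 and Cst6 had log2 FC of -0.17 to 0.013, -0.004 to 0.28 and -0.19 to 1.20 in the Irf1-/- response. C3, Tnfrsf1b, Lgr5, Cd44 and Itgam had log2 FC of -0.01 to 0.28, -0.10 to 0.21, -0.11 to 0.006, -0.19 to 0.29 and -0.068 to 0.49 in the difference between responses.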

Differences from the paper's values

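At steady state 11 genes were higher and 40 lower, against the paper's 44 and 90 in the legend of Fig. 2A. Of the alternatives set before the data were examined, DESeq2's Wald test gave 31 and 76, edgeR's exact test 41 and 84, and the other B6 control set 41 and 96, each within 1.5 times the paper's numbers. An adjusted p under 0.05 reached 69 lower genes but not the higher ones. RLE size factors, voom, all libraries together, the replicate block, both control sets and each mouse left out did not close the gap. The axis of Fig. 2B shows about 98 higher and about 140 lower genes, read by eye, against 11 and 40. For these, the other control set came within 1.5 times for lower genes (96) and no alternative set before the data were examined did for higher ones.

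In the B6 response 4 genes were higher and 2 lower, against the paper's 261 and 205 in the legend of Fig. 2D. The gap closed with DESeq2's Wald test (227 and 214), edgeR's exact test (245 and 215) and an adjusted p under 0.05 (222 and 208). For lower genes it also closed with all libraries together (184) and with both control sets (143). RLE size factors, voom, the replicate block, the other control set and each mouse left out did not close it. The authors' deposited p and log2 values give 262 and 218 genes at the paper's thresholds. For the other comparisons they give the paper's own numbers, 44 and 90 at steady state and 188 and 76 in the Irf1-/- response.

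In the Irf1-/- response 26 genes were higher and 6 lower, against the paper's 188 and 76 in the legend of Fig. S2A,B. The gap closed with DESeq2's Wald test (152 and 69) and edgeR's exact test (177 and 72), and with no other alternative set before the data were examined.

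The paper names C3, C4a, C4b, Tnfrsf11b and Tnfrsf1b as upregulated in common. In B6 mice none of them passed an adjusted p of 0.01 with edgeR's quasi-likelihood test (0.0206 for C3, 0.0499 for C4a, 0.0383 for C4b, 0.0365 for Tnfrsf11b and 0.037 for Tnfrsf1b). Apart from Tnfrsf1b, whose FC was under 1.5, each passed in B6 mice with DESeq2's Wald test, edgeR's exact test and an adjusted p under 0.05. C3 and Tnfrsf11b also passed with both control sets, and Tnfrsf11b with all libraries together. In mutants C4b alone passed, and the others did with DESeq2's Wald test, edgeR's exact test and an adjusted p under 0.05. C3, C4a and Tnfrsf11b also passed there with the replicate block, C3 and Tnfrsf11b with the block and GC correction chosen after seeing the values, and Tnfrsf11b with all libraries together.

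The paper reports Clec7a, Clec4n, Tyrobp and Cd68 as increased in mutants, with adjusted p here of 0.0449, 0.0175, 0.0226 and 0.0322 (edgeR's quasi-likelihood test). They passed with DESeq2's Wald test, edgeR's exact test and an adjusted p under 0.05. The same holds for Mcpt1 and Mcpt2 (0.0273 and 0.0342), whose ranking between treated genotypes was not analysed here.

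The paper gives muscle contraction as a GO term of genes called lower in treated mutants. The hand-written lists are not the genes of such terms and were tested against all genes, so the measures are unlike. Smooth muscle contraction genes had a median log2 FC of 0.03 (adjusted p = 0.369, limma's camera). It gives inflammatory response as a term of higher genes, while that list had a median of 0.24 (adjusted p = 0.307). It reports a published stem cell signature as enriched in treated mutants by GSEA, and more CD44+ epithelial cells by flow cytometry. Neither was analysed here. The hand-written stem cell list, another set tested in another way, had a median of 0.03 (adjusted p = 0.866, limma's camera). Lgr5 fell by 0.40 on the log2 scale. The paper proposes a stronger leukocyte response in mutants, for which it also gives flow cytometry and immunofluorescence of colons. Those methods measure cells rather than RNA and were not analysed here. The difference of the leukocyte list had an adjusted p of 0.0671, of 0.029 with the replicate block, and of 0.0135 in the opposite direction with the other control set. With alternatives chosen after seeing the values, it had an adjusted p of 0.0163 after the GC correction, 0.00893 with the block and GC correction, 0.0467 at 10 CPM and 0.0439 with the Xist covariate.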

Other observations

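The tests of GC content, of the Xist covariate in the B6 response and of other splits were chosen only after the results were seen.

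Xist was counted at 573 and 134 reads in 2 treated B6 libraries and 263 in a treated Irf1-/- library, and at 7288 to 83932 in the other 12. The paper's text gives no sex for the mice sequenced. The 4 X-linked genes Kdm6a, Eif2s3x, Kdm5c and Ddx3x, which escape inactivation, were lower in these 3 libraries by a log2 difference of -0.539 (exact permutation p = 0.0022, the smallest that 455 regroupings can give). The nuclear RNAs Malat1, Neat1, Kcnq1ot1 and Meg3 differed by a log2 difference of -0.15 (exact permutation p = 0.218). A candidate explanation is that these libraries come from male mice. With log2 Xist as a covariate, 0 genes passed the threshold in the B6 response and 2829 had an unadjusted p under 0.05. Low Xist was found in 2 of 3 treated and 0 of 3 untreated libraries of that comparison, so covariate and treatment overlap and this count does not settle whether Xist matters there.

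Log2 FC followed GC content in the B6 response (Spearman's rho = 0.614) and less so in the Irf1-/- response (0.141), across genes that are not independent replicates. After the GC correction 0 genes passed in the B6 response, with 2056 at an unadjusted p under 0.05. For 5 of the 6 genes called without it, the log2 FC were then 3.10 for Ltf, 2.96 for Psca, 1.48 for Duoxa2, 1.02 for Cst6 and -0.60 for Lrrc19, against 3.14, 3.14, 1.60, 1.09 and -1.13 before. In 4 of the 6 fits that each left out a mouse, 0 genes passed as well, with 2506 to 3319 at an unadjusted p under 0.05, so the fall to 0 does not single out GC content. For the relation to GC content itself, the library preparation of the treated B6 mice cannot be told apart from their treatment.

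Of the 4 splits of each pair of groups that part all same-numbered pairs, 1 gave as many genes at steady state, 1 in the B6 response, 1 in the Irf1-/- response and 1 between the treated genotypes, in each case the real split. These 4 splits allow no share under 0.25, and 3 against 3 libraries no exact p under 0.1, so the share settles nothing here. The other 3 gave 0 genes in each of these comparisons, as did the 6 splits that part 1 such pair. Genes within 10 Mb of Irf1 were called at steady state in 1 of 159 cases (2210407C18Rik), with 50 calls elsewhere (Fisher's exact p = 0.479). These are 0.63% of genes near Irf1 and 0.40% of the others. With so few calls the test could hardly show an excess. It leaves open whether sequence was carried over around the targeted gene.

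For genes the paper measured in other mice or by other methods, log2 FC in B6 mice and in mutants were as follows, with adjusted p from edgeR's quasi-likelihood test in brackets: Usf1 0.30 and -0.10 (0.0721 and 0.57), Dact2 0.39 and -0.09 (0.0855 and 0.768), Cd4 0.46 and 0.90 (0.3 and 0.0343), Ptprc -0.07 and 0.47 (0.872 and 0.146), Ly6c2 0.50 and 0.18 (0.0627 and 0.66), Cd44 0.56 and 0.51 (0.112 and 0.00901), Epcam 0.02 and 0.08 (0.897 and 0.585) and Hprt -0.11 and 0.08 (0.349 and 0.616). Mki67 and Itgam had -0.26 and 0.49 in B6 mice (0.645 and 0.193). Between untreated genotypes, Usf1 and Dact2 had -0.23 and -0.07 (0.144 and 0.894). Between treated genotypes, Usf1, Dact2 and Irf1 had -0.61, -0.70 and -0.93 (0.0147, 0.0302 and 0.0117). Adjusted over the 22 tested genes that the paper names, these 3 passed the threshold there, against 0 over all genes. That list comes in part from the paper's own calls on these data, so this shows no stability. Antigen presentation genes were lower in treated mutants than in treated B6 mice (median -0.70, 1 of 23 positive, adjusted p = 5.93e-15, limma's camera), as were innate response genes (-0.70, 1 of 30, 4.17e-13) and ribosomal protein genes (-0.17, 1 of 77, 1.11e-07). Inflammatory response genes were higher (0.42, 8 of 9, 0.0363), as were zinc finger protein genes (0.15, 178 of 262, 2.28e-07). Leukocyte genes had a median of 0.06 (adjusted p = 0.671). With the inter-gene correlation estimated from the data, no list passed in this comparison (adjusted p = 0.388 for antigen presentation and 0.388 for inflammatory response).

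At steady state, proliferation genes were lower in mutants against control set 2 (median -0.17, 4 of 30 positive, adjusted p = 0.000125, limma's camera) and higher against control set 1 (0.29, 26 of 30, 3.83e-06), and against both sets their median was 0.08 (adjusted p = 0.578). In the Irf1-/- response, ribosomal protein genes had a median of -0.04 (26 of 77 positive, adjusted p = 0.0291). With the estimated inter-gene correlation, these lists had adjusted p of 0.516 and 0.814.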
